# Multifeature analyses of vascular cambial cells reveal longevity mechanisms in old *Ginkgo biloba* trees

**DOI:** 10.1073/pnas.1916548117

**Published:** 2020-01-13

**Authors:** Li Wang, Jiawen Cui, Biao Jin, Jianguo Zhao, Huimin Xu, Zhaogeng Lu, Weixing Li, Xiaoxia Li, Linling Li, Eryuan Liang, Xiaolan Rao, Shufang Wang, Chunxiang Fu, Fuliang Cao, Richard A. Dixon, Jinxing Lin

**Keywords:** aging, cambium, *Ginkgo biloba*, old trees, senescence

## Abstract

Aging is a universal property of multicellular organisms. Although some tree species can live for centuries or millennia, the molecular and metabolic mechanisms underlying their longevity are unclear. To address this, we investigated age-related changes in the vascular cambium from 15- to 667-y-old *Ginkgo biloba* trees. The ring width decreased sharply during the first 100 to 200 y, with only a slight change after 200 y of age, accompanied by decreasing numbers of cambial cell layers. In contrast, average basal area increment (BAI) continuously increased with aging, showing that the lateral meristem can retain indeterminacy in old trees. The indole-3-acetic acid (IAA) concentration in cambial cells decreased with age, whereas the content of abscisic acid (ABA) increased significantly. In addition, cell division-, cell expansion-, and differentiation-related genes exhibited significantly lower expression in old trees, especially miR166 and HD-ZIP III interaction networks involved in cambial activity. Disease resistance-associated genes retained high expression in old trees, along with genes associated with synthesis of preformed protective secondary metabolites. Comprehensive evaluation of the expression of genes related to autophagy, senescence, and age-related miRNAs, together with analysis of leaf photosynthetic efficiencies and seed germination rates, demonstrated that the old trees are still in a healthy, mature state, and senescence is not manifested at the whole-plant level. Taken together, our results reveal that long-lived trees have evolved compensatory mechanisms to maintain a balance between growth and aging processes. This involves continued cambial divisions, high expression of resistance-associated genes, and continued synthetic capacity of preformed protective secondary metabolites.

## Significance

There is considerable interest in how ancient trees maintain their longevity. *Ginkgo biloba* is the only living species in the division Ginkgophyta, and specimens can live for over 1,000 y. Here, we show that trees up to 600 y of age display similar leaf areas, leaf photosynthetic efficiencies, and seed germination rates. Transcriptomic analysis indicates that the vascular cambium of the oldest trees, although undergoing less xylem generation, exhibits no evidence of senescence; rather, extensive expression of genes associated with preformed and inducible defenses likely contributes to the remarkable longevity of this species.

Aging occurs in most multicellular organisms, and in yeast and animal cells is frequently accompanied by telomere attrition, epigenetic alterations, loss of proteostasis, and somatic mutations. However, in plants, aging is complex and multifactorial and is regulated by both genetic and environmental factors (1). Aging is associated with deterioration of growth and differentiation as well as with maturity, whereas senescence, which ends in death, is the last developmental stage (1, 2). Programmed cell death and leaf senescence at the cellular and organ/tissue levels have been extensively studied (3, 4). However, due to the complex life cycles of plants, evolutionary theories of aging have somewhat been neglected in the plant kingdom, and thus the mechanisms underlying aging at the whole-plant level remain enigmatic.

In animal cells, the age-related decline in cell/tissue function usually correlates with a reduction in stem cell activity. Similarly, plant meristems are critical for many aspects of growth and development. Almost all postembryonic production of plant tissues is the result of cell proliferation and differentiation from meristems. Maintenance of meristem activity results in some woody and herbaceous perennials living for many years. In woody plants, the apical meristem in the tree top is usually damaged by natural stresses (e.g., freezing injury, lightning strikes, or fracture by wind) in old trees. However, the vascular cambium (VC) meristem, a continuous cylinder of meristematic cells in the stem, is viable throughout the lifespan of the tree, producing secondary xylem to the inside and secondary phloem to the outside (5). Compared with young trees, old trees are characterized by a later onset of xylogenesis, a shorter growing season, and a lower growth rate, resulting in a smaller number of xylem cells (6), suggesting that cambial meristem activity is related to age in woody plants. Nevertheless, how aging is manifested in cambial meristems of long-lived trees remains unknown.

Due to their large size, relatively slow growth rate, and long generation time, classical genetic screening of long-lived trees is difficult. The development of sequencing technologies, including RNA, sRNA, and degradome sequencing, has now made it possible to test the involvement of thousands of genes in a biological process. In this study, we assessed the effect of aging on a long-lived tree by investigating variations of vascular cambial properties in mature and old *Ginkgo biloba* trees at the cytological, physiological, and molecular levels. Cambial activity, hormone levels, resistance gene expression, and autophagy were determined according to tree age. Furthermore, transcriptional and posttranscriptional regulatory networks were analyzed. This study provides insights into how the old trees keep the capacity of growing through a balance between growth and aging processes and may serve as a reference for further studies of the extended lifespans of long-lived trees.

## Results

### Radial Growth Patterns and Anatomical Changes in Cambial Cells.

Generally, woody plants exhibit variations in morphology as they become mature and older. We took tree-ring cores of 34 female trees of different ages with an increment borer and analyzed the tree rings using dendrochronological procedures. The diameters at breast height (DBHs) of these trees were 11.5 to 450 cm and the ring widths became thinner with age (Fig. 1). For example, the average tree ring width of a 25-y-old tree (see *SI Appendix*, Dataset S1, sample 4) was 5.25 mm, while that of a 991-y-old tree (see Dataset S1, sample 33) was about 1.20 mm. Similarly, in one 143-y-old tree (see Dataset S1, sample 20), the ring width in the year 1885 CE was 7.37 mm (Fig. 1*A*, blue point), whereas in 1981 CE it was 1.67 mm (Fig. 1*A*, red point). Through tree-ring analysis combined with the DBH, we determined that the ages of the sampled trees ranged from 15 to 1,353 y (Dataset S1). The average increment of ring width in the first 10 y was 50.47 ± 24.70 mm. From 100 y to 200 y, the increment decreased to an average of 15.89 ± 4.45 mm. In trees over 200 y of age, the mean increment of ring width was about 14.84 ± 3.95 mm (Fig. 1*B*). Although ring widths declined with age, we could not evaluate the trend of age-related growth decline by ring width alone. Therefore, we further calculated the basal area increment (BAI) every 10 y, and found that the stem BAI still maintained a high level in old trees, even up to 510 y old (Fig. 1*C*). The bark thickness of a young tree was about 0.5 cm while that of an old tree was up to 2.5 cm (*SI Appendix*, Fig. S1*A*). Moreover, the cracks in the bark of old trees were markedly deeper than those in the bark of young trees (*SI Appendix*, Fig. S1*A*). However, all trees had exuberant foliage and produced large amounts of seeds (*SI Appendix*, Fig. S1*A*).

**Fig. 1.**
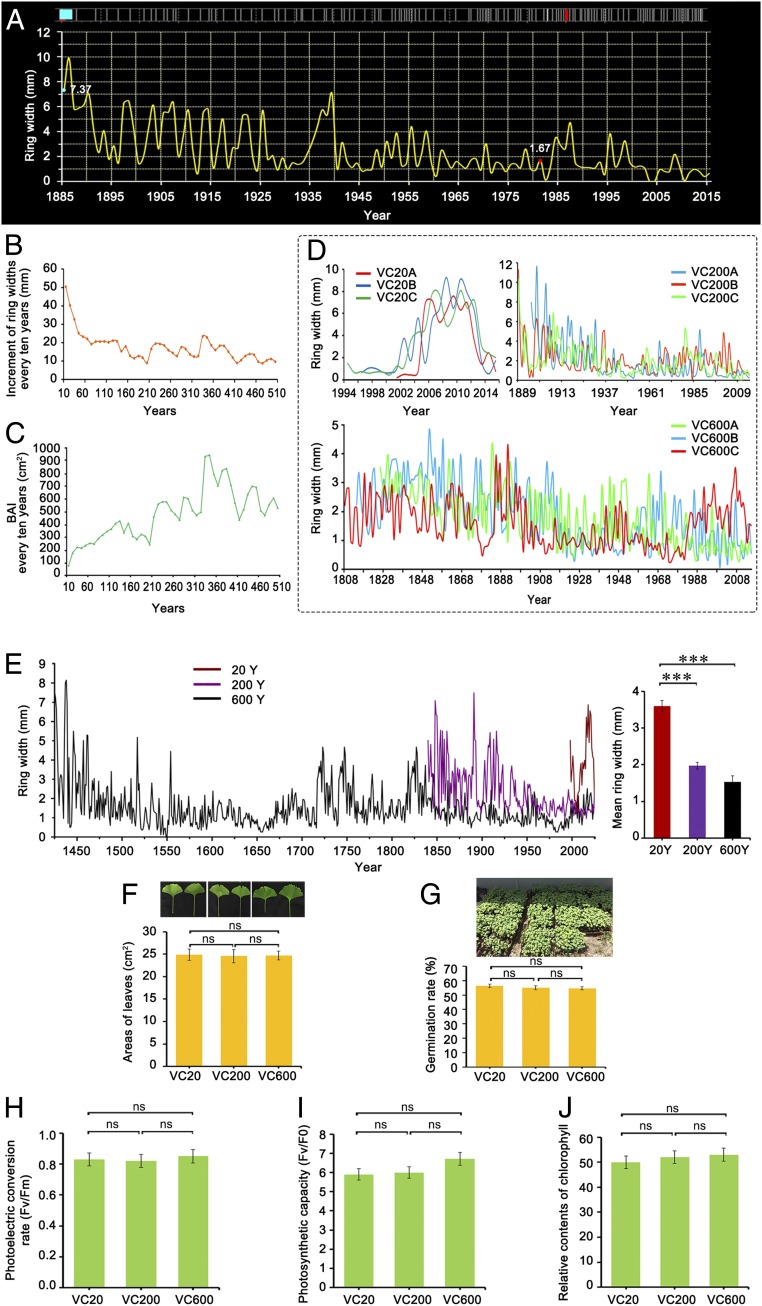
Phenotypic analysis of *G. biloba* trees of different ages. (*A*) Schematic diagram of tree-ring width generated by TSAP-Win software. (*B*) Increment of tree-ring width every 10 y over 510 y. (*C*) BAI every 10 y (in square centimeters). (*D*) Measured tree-ring widths of nine selected trees. (*E*) Average tree-ring width. The columns and error bars indicate the means and SDs (*n* = 3). ***P < 0.001. (*F*) Leaf areas (in square centimeters) of VC20, VC200, and VC600. (*G*) Germination rates of seeds from VC20, VC200, and VC600. (*H*) Photoelectric conversion rates (Fv/Fm), (*I*) photosynthetic capacities (Fv/F0), and (*J*) relative chlorophyll contents of leaves from VC20, VC200, and VC600. The columns and error bars indicate the means and SDs (*n* = 3). ns, not significant.

We selected nine trees for further study and divided them into three groups: 20 y (15Y, 20Y, and 22Y, young trees; VC20), 200 y (193Y, 211Y, and 236Y, older trees; VC200), and 600 y (538Y, 553Y, and 667Y, oldest trees; VC600). It is evident that the ring width and DBH are different among 20-, 200-, and 600-y-old trees (Fig. 1*D* and *SI Appendix*, Fig. S1*B*). The mean DBH of 20-, 200-, and 600-y-old trees was 13.83, 84.00, and 203.33 cm (*SI Appendix*, Fig. S1*B*), and their mean ring width was 3.81, 2.41, and 1.53 mm, respectively (Fig. 1*E*). The average leaf areas of 20-, 200-, and 600-y-old trees were 24.87, 24.56, and 24.69 cm^2^, respectively, showing no significant difference (Fig. 1*F*). In addition, the seed germination rates of 20-, 200-, and 600-y-old trees were 56.33%, 55.00%, and 54.67%, respectively (Fig. 1*G*). Furthermore, the maximum quantum efficiency values of photosystem II (Fv/Fm) were 0.83, 0.82, and 0.85; the photosynthetic capacities were 5.9, 6.0, and 5.7; and the relative chlorophyll contents were 50, 52, and 53 soil and plant analyzer development (SPAD) units in the three groups (Fig. 1 *H*–*J*). None of these differences was significant.

To determine whether the structure of vascular cambium changed with age, we compared the anatomy of the cambial zone among the three groups (Fig. 2*A*). In VC20, the cambial zone consisted of about 11.18 ± 1.78 layers of cells, compared to 5.64 ± 0.67 and 4.27 ± 0.47 layers in VC200 and VC600, respectively (Fig. 2*B*). Therefore, the number of cell layers in the cambial zone decreased until 200 y of age, and then only slightly decreased from 200 to 600 y of age.

**Fig. 2.**
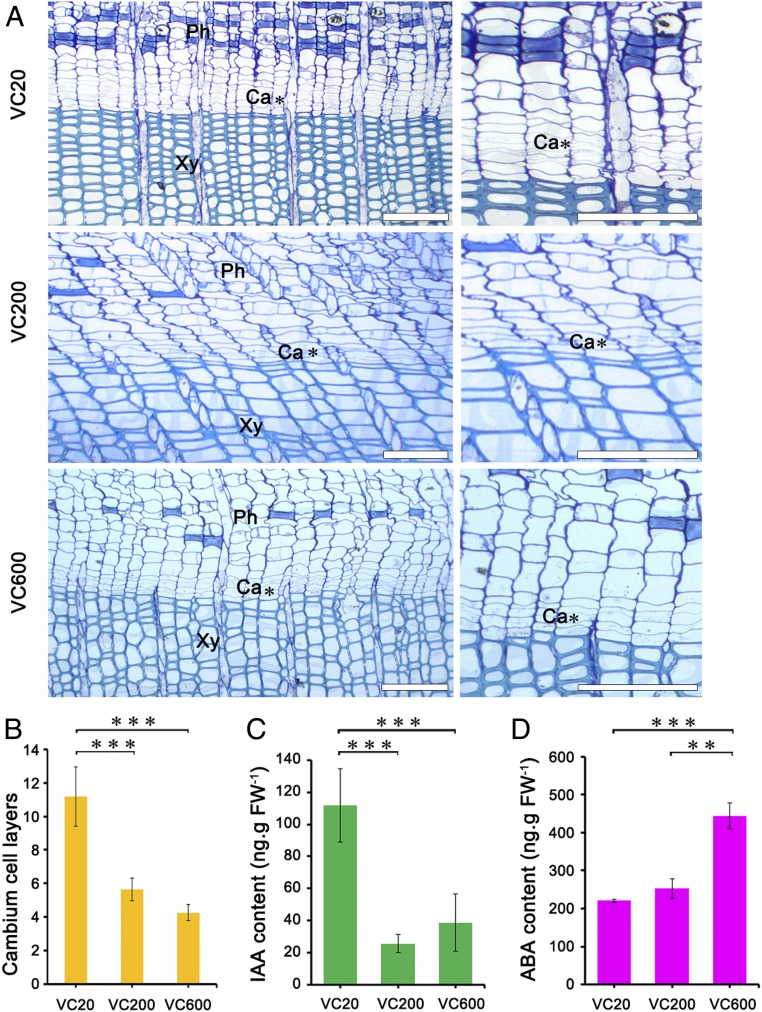
Structural and physiological analysis of *G. biloba* cambium. (*A*) Transverse sections of cambial zones of different ages. Ca, vascular cambium; Ph, phloem; Xy, xylem. (Scale bars, 100 μm.) (*B*) Number of cambial cell layers. The columns and error bars indicate the means and SDs (*n* = 3). ***P < 0.001. Changes of IAA (*C*) and ABA (*D*) contents. Data are the means of three biological replicates, and the error bars represent SD. ***P < 0.001 and **0.001 < *P* < 0.01.

### Age-Dependent Changes of Phytohormones and Related-Genes Involved in Cambial Activity.

Phytohormones have been implicated in the integration of environmental signals to regulate cambial activity (7). To assess age-related changes in these and related physiological and biochemical parameters in the vascular cambium, we determined the levels of phytohormones in cambial cells of different ages. The indole-3-acetic acid (IAA) concentration was 111.75 ± 22.96 ng g^−1^ fresh weight (FW) in VC20, compared to 25.67 ± 5.72 and 38.8 ± 17.77 ng g^−1^ FW in VC200 and VC600, representing decreases of around 77 and 65%, respectively (Fig. 2*C*). In contrast to the decrease in IAA concentration with age, the abscisic acid (ABA) concentrations were 221.33 ± 3.79 ng g^−1^ FW in VC20, 252.33 ± 25.70 ng g^−1^ FW in VC200 and 443.67 ± 33.62 ng g^−1^ FW in VC600 (Fig. 2*D*).

We isolated cambium and sequenced the total RNA. 

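The RNA came from the trunk cambium of 9 trees, 3 per age class and 1 library per tree (n = 3): 15, 20 and 22 years for VC20, 193, 211 and 236 years for VC200, and 538, 553 and 667 years for VC600, lettered A, B and C in that order. The authors' deposited table holds FPKM for 43911 gene models, of which 41840 carry Gb names from the reference genome and 2071 were added by the authors. The fragments behind these values, recovered from FPKM and gene length, numbered 18374443, 17477054 and 16220435 in VC20 A to C, 18811771, 18003340 and 16214432 in VC200 A to C, and 17583939, 15732412 and 16774346 in VC600 A to C, where the paper lists clean reads per sample in its Table S1. The 10 genes with the most fragments took between 6.4% and 9.07% of the fragments of a library. VC200 C stood apart: its mean correlation with VC200 A and B was 0.875, against 0.924 to 0.967 for every other library with its own group, and its highest mean correlation with another group was 0.884. The authors tested pairs of groups with DESeq2. Here limma-trend was run on log2(FPKM + 1) for the 21924 genes at FPKM 1 or more in at least 3 libraries, with a gene called at an absolute log2 fold change of at least 1 and a two-sided p adjusted by Benjamini-Hochberg below 0.05. Each group was compared with each other group, and the mean of VC200 and VC600 with VC20. On this scale the fold changes of genes with low FPKM are understated.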

Approximately 50 million raw reads were obtained for each RNA-seq sample. After stringent quality checks and data cleaning, more than 47,540,294 clean reads for each sample were retained (*SI Appendix*, Table S1). The generated reads were mapped to the reference genome; each sample had >97% total mapped reads (*SI Appendix*, Table S2). 

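Gb_34101, whose best Swiss-Prot match is the rice MADS-box transcription factor 22, had a mean FPKM of 54.5 ± 15.6 in VC20, 1.75 ± 2.93 in VC200 and 0.629 ± 0.160 in VC600 (SD, n = 3), a log2 fold change of -4.83 in VC200 (limma, adjusted p 0.0289) and -5.06 in VC600 (adjusted p 0.0739). Gb_34420, matched to the pine cytochrome P450 78A4, whose subfamily is tied to organ growth in other plants, rose from 0.854 ± 0.225 to 75.9 ± 69.5 in VC200 (log2 fold change 4.83, adjusted p 0.0426), with 20.5 ± 16.1 in VC600. Gb_40083, matched to the rice zinc transporter 2, fell from 31.1 ± 17.0 to 0.922 ± 0.525 in VC200 (-3.94, adjusted p 0.0279), with 2.19 ± 1.49 in VC600 (-3.28, adjusted p 0.0796). Between VC20 and VC200, 217 genes were called, 62 higher and 155 lower in VC200, and 1520 passed the fold change at an unadjusted p under 0.05. Between VC20 and VC600, 2 genes were called and 440 passed without adjustment: Novel00658, matched to an uncharacterized melon protein, rose from 0.208 ± 0.122 to 16.9 ± 8.14 (3.77, adjusted p 0.0302), and Novel00311 fell from 3.75 ± 0.539 to 0.0857 (-2.13, adjusted p 0.0302). Both were also called in VC200. Across the comparison of VC200 with VC20, the count moved to 8 without VC20 A, 3 without VC20 B, 11 without VC20 C, 0 without VC200 A, 21 without VC200 B, 124 without VC600 A and 137 without VC600 B; in the comparison of VC600 with VC20 it was 21 without VC200 C and 9 without VC600 B, and 0 without any of VC20 B, VC20 C, VC200 A and VC200 B. The call of Gb_34101 in VC200 was lost without any of VC20 A, B, C and VC200 A, B (adjusted p 0.0574 to 0.117), that of Gb_34420 also without VC600 A (0.0603 to 0.144), and that of Gb_40083 without VC20 A, VC20 B, VC200 A or VC200 B (0.0574 to 0.117). The Novel00658 call was lost without VC20 A, B or C, VC200 A or B, or VC600 C (adjusted p 0.0726 to 0.26), and the Novel00311 call without VC200 A or B or any VC600 library (0.0504 to 0.0826). Without VC20 A, B or C, Novel00311 no longer passed the FPKM filter and was not tested. Genes above 0 numbered 27374, 27449 and 27355 in VC20 A to C, 26962, 27300 and 26921 in VC200 A to C, and 27745, 27712 and 27820 in VC600 A to C, and 29531, 29567 and 30261 in at least 1 library of each group.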

In total, we obtained 27,449, 27,300, and 27,820 unigenes in VC20, VC200, and VC600, respectively, and found 1,246 differentially expressed genes (DEGs) between VC20 and old trees (VC200 and VC600), of which 712 DEGs were down-regulated and 534 were up-regulated in old trees (Datasets S2 and S3). In addition, there were 209 DEGs between VC200 and VC600, of which 97 were up-regulated and 112 down-regulated in VC600 compared to VC200. 

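Gb_20591, which has no Swiss-Prot match in Dataset S3, stood at an FPKM of 12.1 ± 4.97 in VC20, 0.0156 ± 0.0269 in VC200 and 18.7 ± 7.97 in VC600 (SD, n = 3). It was the only gene called between VC200 and VC600, where it was higher in VC600 (log2 fold change 4.21, standard error 0.34, limma adjusted p 0.018), and it had fallen in VC200 against VC20 (-3.61, adjusted p 0.0126). The call between the old groups was lost without VC200 A, VC200 B or any VC600 library (adjusted p 0.0505 to 0.165), and the call against VC20 without VC20 B (0.0695) or VC200 A (0.0629). At an unadjusted p under 0.05, 725 genes passed the fold change between VC200 and VC600. Left-out libraries moved the count of 1 to 2 without VC20 A, 4 without VC20 B, 0 without VC200 A, 16 without VC200 C, and 0 without VC600 A or VC600 B. Counts recovered from FPKM gave 1 gene with edgeR and 222 genes with DESeq2 on the libraries compared, 114 higher and 108 lower in VC600. Genes whose values did not overlap between VC200 and VC600 made up 14.3% of those tested, against the 10% that any 3 libraries against 3 others give by chance.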

Gene Ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway analyses showed that the expression of a number of genes associated with cellulose biosynthetic process, cell wall, and metabolic pathways differed markedly among the three groups (*SI Appendix*, Fig. S2 *A* and *B*).

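The cellulose synthase catalytic subunits IRX1 and IRX3 build the secondary wall of xylem cells in Arabidopsis, and CEV1 the primary wall; the ginkgo genes carry these names in Fig. 3B. IRX1 Gb_07428 had an FPKM of 16.9 ± 8.02 in VC20, 0.968 ± 1.03 in VC200 and 7.58 ± 4.69 in VC600 (SD, n = 3; log2 fold change -3.20 in VC200, limma adjusted p 0.0519, and -1.15 in VC600). IRX3 Gb_31853 averaged 23.7 in VC20, 1.54 in VC200 and 12.0 in VC600 (-3.30 in VC200, adjusted p 0.0565), and the changes of IRX3 Gb_17419 and IRX1 Gb_07444 in VC200 were -3.24 (adjusted p 0.0583) and -3.16 (adjusted p 0.0717). CEV1 Gb_32651 stood at 38.1 ± 8.08, 13.7 ± 7.42 and 23.6 ± 5.87 (-1.57 in VC200, adjusted p 0.107; -0.67 in VC600). IRX3 Gb_29421 moved the other way, from 1.8 in VC20 to 5.73 in VC200 and 4.79 in VC600 (1.25, adjusted p 0.0661, and 1.01). GUT1 Gb_23278, whose Arabidopsis namesake extends xylan, had 78.5 ± 18.5, 30.9 ± 8.01 and 45.2 ± 10.4 (-1.32 in VC200, adjusted p 0.0565; -0.78 in VC600). None of these 7 genes passed an adjusted p of 0.05 over all genes, and the study named them on these same samples.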

Cell division and differentiation takes place in the cambium zone and are important for vascular tissue growth (8). Therefore, we investigated the genes associated with cell division and expansion in the cambium, including actin, cyclin, histone, WOX4, expansin, xyloglucan endotransglucosylase (XTH), and cellulose synthase-related genes. Among these DEGs, most showed significantly lower transcript levels in old trees. Specifically, the transcript levels of the cell division-related genes *ACT7* (*Gb_01254*), *CYCs* (*Gb_11201*, *Gb_30101*, *Gb_03779*), *CDKB1* (*Gb_38629*), *EB1C* (*Gb_24506*, *Gb_11921*), *ATK5* (*Gb_10632*), *E2F8* (*Gb_38482*), *AGD9* (*Gb_36242*), and *Histone H3* (*Gb_19428*, *Gb_29027*, *Gb_29026*) were markedly lower in VC200 and VC600 compared to VC20 (Fig. 3*A*). Indeed, the transcript levels of *Gb_11201* (*CYCs*), and *Gb_11921* (*EB1C*) were more than 80% lower in old trees compared to VC20. 

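Cell division in the cambium depends on cyclins and cyclin-dependent kinases such as CDKB1, on microtubule proteins such as EB1C and ATK5, and on histone H3 made during DNA synthesis. In VC200 the cyclin Gb_30101, matched to the Arabidopsis cyclin-U2-1, fell from an FPKM of 12.8 ± 2.36 in VC20 to 3.46 ± 1.98 (SD, n = 3; log2 fold change -1.71, standard error 0.32, limma adjusted p 0.0491), with 8.31 ± 1.35 in VC600 (-0.57). CDKB1 (Gb_38629) stood at 17.4 ± 5.35, 7.11 ± 2.78 and 10.8 ± 5.52 in VC20, VC200 and VC600, and the H3 genes Gb_19428, Gb_29027 and Gb_29026 at 19.9, 28.7 and 42.9 in VC20, 3.00, 7.86 and 12.5 in VC200, and 4.56, 12.4 and 19.8 in VC600. ACT7 (Gb_01254), an actin, had 44.3 ± 21.4, 50.8 ± 40.6 and 15.9 ± 2.72, a change of -0.01 in VC200 and -1.30 in VC600. For E2F8 (Gb_38482), a cell cycle transcription factor, the means were 3.80, 1.23 and 2.19, and for ATK5 (Gb_10632), a kinesin, 4.67, 1.17 and 3.13. All 13 genes had a lower mean log2 level than VC20 in both old groups, with a median log2 fold change of -1.58 in VC200 and -0.70 in VC600. Over all genes, 2 were called in VC200, Gb_30101 and the cyclin Gb_11201; adjusted over the list alone, 11 were, a count that is not independent evidence because the study chose the genes on these samples; it became 7 without VC20 B and 6 without VC200 C. In VC600 limma called 0 of the 13, 3 had an unadjusted p under 0.05, edgeR called 0, and DESeq2 called 0 with all 9 libraries and 1 with VC20 and VC600 only. Averaged over the 13 genes per library, log2(FPKM + 1) was 4.05 ± 0.17 in VC20, 2.44 ± 0.46 in VC200 and 3.14 ± 0.18 in VC600. The Gb_30101 call was lost when any 1 of the 9 libraries was left out: VC20 A, B or C, VC200 A, B or C, or VC600 A, B or C (adjusted p 0.0524 to 0.162).

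**Figure D1:**
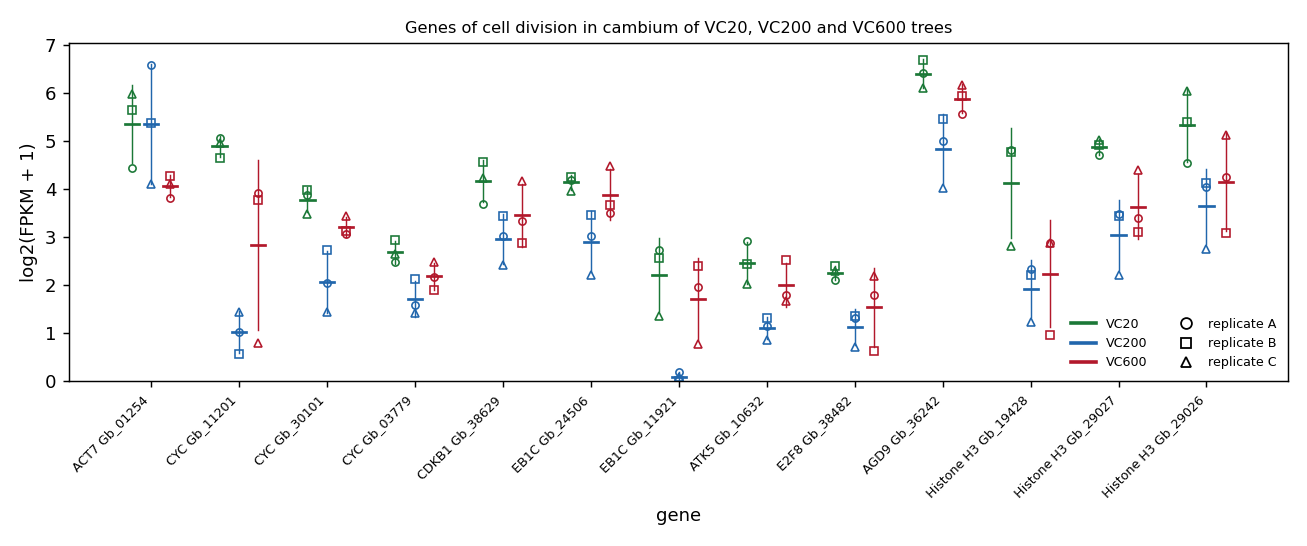
Levels of the 13 cell division genes. The vertical axis is log2(FPKM + 1) and the horizontal axis gives the gene; each point is 1 library of VC20, VC200 or VC600, the bar is the group mean and the line 1 SD to each side. VC200 lies lowest for most genes, as for Gb_11201 at a mean FPKM of 1.08 against 28.9 in VC20, while ACT7 does not follow this order.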

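Gb_11201, whose best match is the Arabidopsis cyclin-U2-2, was 96.3% lower in VC200 and 68.2% lower in VC600 than in VC20, and 82.3% lower over the 6 old trees (group SDs 4.31, 0.621 and 7.37 FPKM, n = 3). In VC600 the trees of 538 and 553 years had FPKM of 14.2 and 12.7, and the 667-year tree 0.728. Its fall in VC200 was called (log2 fold change -3.88, standard error 0.73, limma adjusted p 0.0497), while the change in VC600 was -2.06 (adjusted p 0.638). Gb_11921, a match to the microtubule end-binding protein EB1C, was 98.4% lower in VC200, 35.1% lower in VC600 and 66.7% lower over the old trees. Its 3 libraries had 0.143, 0 and 0.0553 in VC200 and 2.91, 4.27 and 0.694 in VC600, against a VC20 mean of 4.04 ± 2.19. On log2(FPKM + 1) the Gb_11921 change was -2.13 in VC200 (adjusted p 0.0672) and -0.51 in VC600. The Gb_11201 call was lost without any 1 of VC20 A, B and C, VC200 A, B and C, and VC600 A and B (adjusted p 0.0555 to 0.159), and kept without VC600 C (0.0115).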

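WOX4 keeps the vascular cambium dividing in Arabidopsis, and the paper names 2 ginkgo genes after it. Gb_05339 had an FPKM of 25.3 ± 10.5 in VC20, 9.12 ± 8.44 in VC200 and 14.4 ± 8.47 in VC600 (SD, n = 3), a log2 fold change of -1.93 in VC200 (standard error 0.85, limma adjusted p 0.248) and -0.85 in VC600 (adjusted p 0.889). Its single libraries overlapped: 21.5, 37.2 and 17.2 in VC20, 9.62, 17.3 and 0.450 in VC200, and 12.0, 7.29 and 23.7 in VC600. Gb_12565 stood at 3.75 ± 0.731 in VC20, 1.05 ± 1.08 in VC200 and 4.46 ± 2.41 in VC600, a change of -1.35 in VC200 (adjusted p 0.176) and 0.09 in VC600. VC200 C held the lowest value of both genes within its group, with Gb_12565 listed at 0. limma called neither gene in VC200 (1 had an unadjusted p under 0.05) or in VC600 (0 did), and edgeR and DESeq2 on recovered fragments called 0 in each.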

Although the transcript level of the *WOK4* gene (associated with auxin responsiveness of cambial cells) *Gb_12565* did not change significantly, expression of the other (*Gb_05339*) *WOX4* gene was lower in all old cambium samples (Fig. 3*A*).

**Fig. 3.**
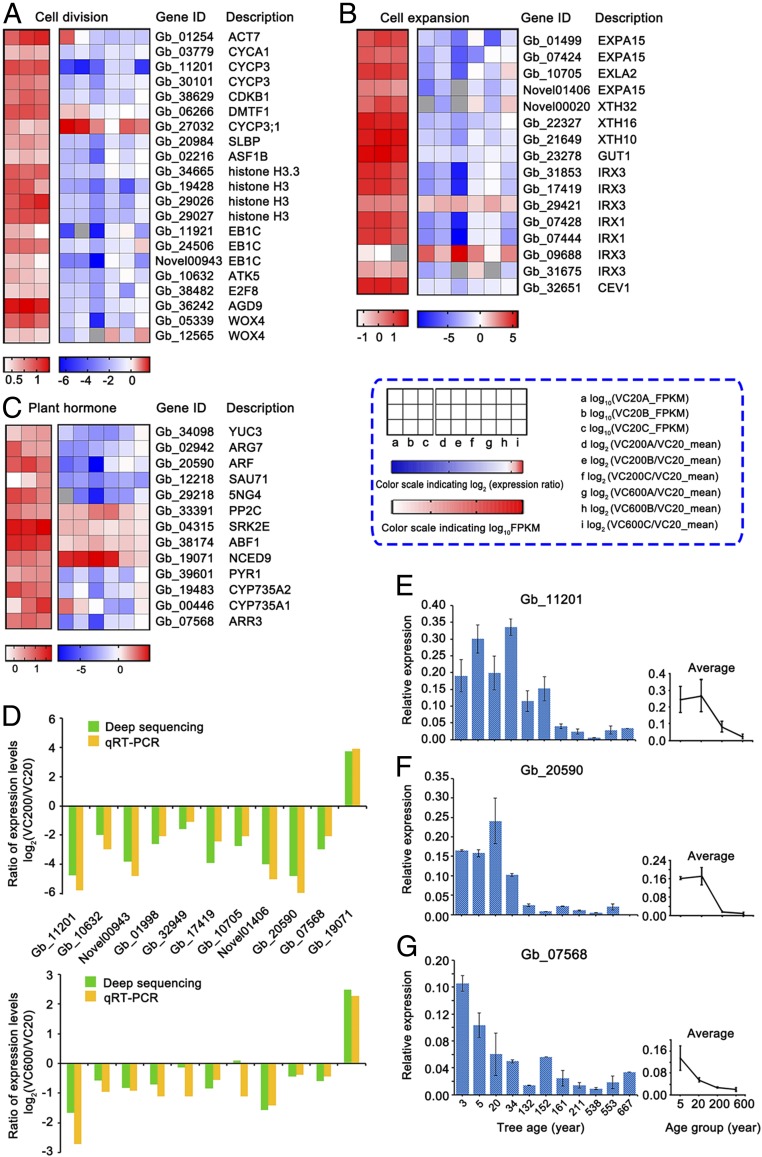
Changes in the expression of genes associated with cell division, cell expansion, and phytohormone signaling in the cambium of trees of different ages. In the heatmaps (*A*–*C*), the *Left* grid (red) shows the log_10_ FPKM value of VC20, and the *Right* grid the log_2_ (expression ratio) [log_2_(VC200A/VC20_mean), log_2_(VC200B/VC20_mean), log_2_(VC200C/VC20_mean), log_2_(VC600A/VC20_mean), log_2_(VC600B/VC20_mean), log_2_(VC600C/VC20_mean)]. (*D*) Expression ratios [log_2_(VC200/VC20)] and [log_2_(VC600/VC20)] of selected DEGs as determined by qRT-PCR and deep sequencing. Expression levels of genes related to (*E*) cell division, (*F*) IAA signaling, and (*G*) CTK signaling by qRT-PCR among more ages. The columns and error bars indicate the means and SDs (*n* = 3). The mean expression levels of these genes are from trees of four age groups (3 and 5 y, 5Y; 20 and 34 y, 20Y; 132, 152, 161, and 211 y, 200Y; and 538, 553, and 667 y, 600Y).

There were 16 DEGs related to cell expansion, encoding expansins (*EXPA15*, *EXLA2*), cellulose synthase A catalytic subunit (*IRX1*, *IRX3*, and *CEV1*), and xyloglucan endotransglucosylase (*XTH9*, *XTH10*, *XTH16*) (Fig. 3*B*). 

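Xyloglucan endotransglucosylases and expansins loosen the cell wall while cambial derivatives enlarge. XTH16 (Gb_22327) fell from an FPKM of 43.5 ± 9.27 in VC20 to 6.51 ± 3.08 in VC200 (SD, n = 3; log2 fold change -2.63, standard error 0.50, limma adjusted p 0.0497), with 21.9 ± 16.9 in VC600 (-1.19). XTH10 (Gb_21649) stood at 69.5 ± 18.7, 12.9 ± 7.77 and 34.9 ± 14.9 in VC20, VC200 and VC600 (-2.52 in VC200, adjusted p 0.0598; -1.03 in VC600). The expansin EXPA15 Gb_01499 averaged 12.3, 1.8 and 6.07 (-2.31 in VC200, adjusted p 0.183), and EXPA15 Gb_07424 5.02, 0.716 and 3.03 (-1.88, adjusted p 0.136). The expansin-like gene EXLA2 (Gb_10705) had 17.9 ± 5.14, 2.68 ± 3.35 and 19.1 ± 14.6 (-2.73 in VC200, adjusted p 0.113; -0.22 in VC600), and XTH32 (Novel00020) averaged 8.10, 0.227 and 11.1 (-2.74 in VC200). For EXLA2 and XTH32 the VC600 mean therefore lay above the VC20 mean, whereas the other wall-loosening genes had a VC600 mean between VC200 and VC20. The XTH16 call was lost without any 1 of VC20 A, B and C, VC200 A, B and C, and VC600 A and B (adjusted p 0.052 to 0.167). The genes were named by the study on these samples, so their common direction in VC200 is not independent evidence.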

Most were down-regulated in old trees (Fig. 3*B*). In addition, the transcript levels of several genes related to cell differentiation, such as *AGD9* and *HD-ZIP III*, were also down-regulated in old trees. 

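AGD9 (Gb_36242), which is related to an Arabidopsis regulator of vesicle traffic, had an FPKM of 84.9 ± 17.6 in VC20, 29.7 ± 13.8 in VC200 and 59.0 ± 12.3 in VC600 (SD, n = 3; log2 fold change -1.58 in VC200, limma adjusted p 0.0672; -0.52 in VC600). The HD-ZIP III transcription factors set vascular cell identity in Arabidopsis. HB-8 Gb_02083 stood at 41.6 ± 17.2, 24.1 ± 20.4 and 42.9 ± 20.4 (-1.09 and -0.01), HB-8 Gb_18240 at 19.2 ± 2.05, 11.8 ± 3.75 and 18.0 ± 2.47 (-0.70, adjusted p 0.149, and -0.09) and HB-8 Gb_22761 at 26.0 ± 13.7, 13.6 ± 14.0 and 23.5 ± 10.6 (-1.28 and -0.07). PHB (Gb_18245) had 41.6 ± 11.0, 24.4 ± 18.0 and 40.1 ± 7.49 (-0.96 and -0.04), and PHV (Gb_10259) averaged 4.34, 3.05 and 3.61 (-0.55 and -0.30). In VC200 limma called 0 of the 5 HD-ZIP III genes over all genes and 0 over the list alone (1 had an unadjusted p under 0.05), edgeR and DESeq2 called 0, and their mean level did not separate from VC20 (two-sided exact permutation p 0.3). In VC600 the 5 genes had a median log2 fold change of -0.07, which became -0.32 without VC600 C, -0.28 without VC20 C, -0.03 without VC20 A or VC600 A, and 0.15 without VC20 B or VC600 B (exact p 0.8); limma, edgeR and DESeq2 called 0 and no gene had an unadjusted p under 0.05. The spread in VC200 came from its libraries, with a mean FPKM over the 5 genes of 12.5 in VC200 A, 28.3 in VC200 B and 5.44 in VC200 C.

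**Figure D2:**
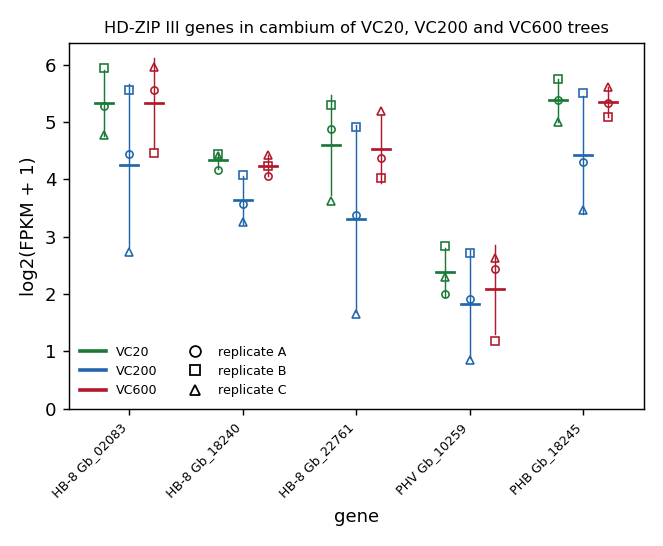
Levels of the 5 HD-ZIP III genes. The vertical axis is log2(FPKM + 1); circles, squares and triangles are libraries A, B and C of VC20 (green), VC200 (blue) and VC600 (red), the bar is the group mean and the line 1 SD to each side. VC600 overlaps VC20 for every gene, as for PHB with changes of -0.04, and the lowest triangle of VC200 is VC200 C.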

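Between the old groups, 12 of the 13 cell division genes had a higher mean log2 level in VC600 than in VC200, with a median log2 fold change of 0.60; ACT7 (Gb_01254) was the exception at -1.29. That median was 0.33 without VC200 C, 0.32 without VC600 C and 0.96 without VC600 B. For the HD-ZIP III genes the median was 0.92, with 0.38 without VC200 C and 1.47 without VC200 B. limma called 0 of the 13 cell division genes between VC200 and VC600 over all genes and 2 over the list alone, both higher in VC600 (0 without VC20 A, VC20 B, VC200 A, VC200 C, VC600 A or VC600 B, and 1 without VC20 C); 6 had an unadjusted p under 0.05 (n = 3). edgeR on recovered fragments called 0, and DESeq2 called 2 higher with all 9 libraries and 1 higher with the old groups only. The difference between the old groups in the mean level of the 13 genes was 0.69, with a two-sided exact permutation p of 0.1, the smallest that 3 libraries against 3 can give. For the HD-ZIP III list limma, edgeR and DESeq2 called 0 of 5, with 1 gene at an unadjusted p under 0.05 (exact p 0.3).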

Notably, expression of the genes related to cell division, expansion, and differentiation differed little between VC200 and VC600. Furthermore, the transcript levels of several genes related to the auxin pathway, such as auxin-responsive family proteins (*Gb_20590* and *Gb_12218*), IAA-induced protein ARG7 (*Gb_02942*), and auxin-induced protein 5GN4 (*Gb_29218*), were lower in VC200 and VC600 than in VC20 (Fig. 3*C*). In contrast, the transcript levels of four genes (PP2C, SRK2E, ABF1, and NCED9) related to the ABA signaling pathway were higher in old trees, the transcript level of *Gb_19071* (NCED9) being markedly higher (Fig. 3*C*). 

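Gb_20590, named auxin-responsive in the paper and matched to an Arabidopsis cytochrome b561 protein with a DOMON domain, fell from an FPKM of 11.8 ± 6.35 in VC20 to 0.433 ± 0.382 in VC200 (SD, n = 3; log2 fold change -3.08, standard error 0.40, limma adjusted p 0.0289). In VC600 it stood at 8.68 ± 3.39, a change of -0.34 against VC20 and of 2.74 against VC200 (adjusted p 0.135). Gb_29218, matched to the auxin-induced protein 5NG4 of loblolly pine, fell from 10.5 ± 5.75 to 0.199 ± 0.284 in VC200 (-3.14, standard error 0.58, adjusted p 0.0475), with 2.98 ± 3.32 in VC600 (-1.69, adjusted p 0.612). ARG7 (Gb_02942), an auxin-induced gene first described in mung bean, averaged 5.33, 0.646 and 3.41 (-1.68 in VC200, adjusted p 0.133; -0.36 in VC600). Gb_12218, matched to the auxin-responsive protein SAUR71, averaged 1.58 in VC20, 0.144 in VC200 and 0.212 in VC600 and was too low to be tested. In VC600 limma called 0 of the 3 genes tested, 1 had an unadjusted p under 0.05, and edgeR and DESeq2 called 0. The Gb_20590 call was lost without VC20 A (adjusted p 0.0964), VC20 B (0.0887), VC20 C (0.0536), VC200 A (0.117) or VC200 B (0.0567), and the Gb_29218 call without any library other than VC600 C, that is VC20 A, B, C, VC200 A, B, C or VC600 A, B (0.0597 to 0.162).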

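NCED9 (Gb_19071) belongs to the dioxygenases that make the first committed step of abscisic acid synthesis, and it rose from an FPKM of 5.44 ± 1.39 in VC20 to 71.9 ± 14.7 in VC200 (SD, n = 3; log2 fold change 3.51, standard error 0.63, limma adjusted p 0.0475). In VC600 the 538-year tree had 69.98, and the trees of 553 and 667 years 12.0 and 9.00, a mean change of 1.73 (adjusted p 0.664). SRK2E (Gb_04315), a kinase of abscisic acid signaling, stood at 46.8 ± 9.89, 95.3 ± 16.6 and 66.2 ± 7.47 (1.02 in VC200, adjusted p 0.0547; 0.51 in VC600). ABF1 (Gb_38174), a transcription factor that this kinase class activates, had 25.9 ± 6.63, 52.7 ± 13.1 and 42.2 ± 4.62 (1.00, adjusted p 0.0797; 0.71). PP2C (Gb_33391), a phosphatase that restrains the pathway, had 4.31 ± 2.00, 12.3 ± 5.06 and 11.3 ± 7.89 (1.33, adjusted p 0.174; 1.08). The receptor gene PYR1 (Gb_39601) lay in the other direction, at -1.33 in VC200. The NCED9 call was lost without any 1 of VC20 A, B and C, VC200 A, B and C, and VC600 B (adjusted p 0.0631 to 0.151), and kept without VC600 A (0.00542) and VC600 C (0.0459).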

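ARR3 (Gb_07568) is a response regulator that cytokinin induces in Arabidopsis; its FPKM was 6.47 ± 1.77 in VC20, 0.844 ± 1.09 in VC200 and 4.27 ± 2.04 in VC600 (SD, n = 3; log2 fold change -2.15 in VC200, standard error 0.42, limma adjusted p 0.0538; -0.54 in VC600). The cytokinin hydroxylase gene Gb_19483 stood at 9.97 ± 5.19, 3.98 ± 4.49 and 7.52 ± 4.77 (-1.44 in VC200, adjusted p 0.266; -0.40 in VC600). The hydroxylase gene Gb_00446 ran the other way in VC200, with 10.9 ± 12.3, 26.7 ± 22.6 and 5.25 ± 6.85 (1.63, adjusted p 0.415; -0.77). limma called 0 of the 3 genes over all genes in VC200, with 1 at an unadjusted p under 0.05, edgeR called 0 and DESeq2 called 1, ARR3, lower. In VC600 limma, edgeR and DESeq2 called 0 and 0 had an unadjusted p under 0.05.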

Finally, one gene encoding the two-component response regulator ARR3 (*Gb_07568*), which is related to the cytokinin (CTK) signaling pathway, and two genes encoding cytokinin hydroxylase (*Gb_19483*, *Gb_00446*), which catalyzes the biosynthesis of transzeatin, were down-regulated in old trees (Fig. 3*C*).

To verify the RNA-seq data, we validated the expression of 11 genes by qRT-PCR using the same samples as for RNA-seq (Fig. 3*D*). Of these, the transcript levels of 10 genes were higher in VC20 and the absolute VC200/VC20 and VC600/VC20 ratios were >2. In contrast, the expression of *Gb_19071*, which is related to ABA signaling, was significantly higher in VC200 and VC600 than in VC20. These results are generally consistent with the sequencing data.

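In the RNA-seq libraries of these trees, Gb_01998, which the paper counts among the cell division genes, had an FPKM of 146.8 ± 69.3 in VC20, 23.9 ± 20.9 in VC200 and 89.4 ± 43.3 in VC600 (SD, n = 3; log2 fold change -3.43 in VC200, limma adjusted p 0.149; -0.68 in VC600). Gb_32949, named in Fig. 3D where the paper's primer table lists Gb_32942, averaged 38.1, 12.6 and 34.6 (-1.75 in VC200, adjusted p 0.109; -0.14 in VC600). The qRT-PCR measurements themselves were not analysed here.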

In experiments to validate the expression patterns of six genes in the cambium of trees 3 to 667 y old (11 different ages) (Fig. 3 *E*–*G* and *SI Appendix*, Fig. S3 *A*–*C*), we found that expression of the cell division-related gene *Gb_11201* was high in 3- to 34-y-old trees, and decreased with age (Fig. 3*E*), whereas the expression of two other cell division-related genes, *Gb_10623* and *Gb_01998*, showed irregular changes with age (*SI Appendix*, Fig. S3 *A* and *B*). The transcript level of *Gb_20590* (which encodes an auxin-response family protein), decreased dramatically from young to old trees, and remained low in the cambium of old trees (Fig. 3*F*). Likewise, the expression of *Gb_07568* (related to CTK signaling) decreased with age (Fig. 3*G*).

### miR166/165–HD-ZIP III Interaction Is Involved in Cambium Differentiation.

miRNAs are small, noncoding RNAs, which can regulate gene expression at the posttranscriptional level. To screen for miRNAs related to the activity of the vascular cambium, sRNA libraries from VC20, VC200, and VC600 were sequenced. 

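Small RNA was sequenced from 6 libraries, 2 per age class (n = 2), from the trees lettered A and B of each group, and the authors' deposited counts cover 632 miRNA names: 276 known in miRBase, from 58 families, and 356 predicted by the authors. The library totals were 1481283 and 1625526 counts in VC20 A and B, 1184091 and 1842055 in VC200, and 1641695 and 1405696 in VC600; the paper gives no read total for these libraries in its main text. The miR165/miR166 family took 25.2% and 24.1% of the counts in VC20, 26.4% and 27.7% in VC200, and 53.5% and 58.1% in VC600, and predicted miRNAs fell in share from 70.1% and 71.5% in VC20 to 67.7% and 67.3% in VC200 and to 39.6% and 33.7% in VC600. Several miR165/miR166 names count the same reads, so the share of the family, and with it the fall in the share of predicted miRNAs, is larger than distinct reads would give. Replicates correlated at 0.967 in VC20, 0.972 in VC200 and 0.957 in VC600. The authors mapped reads of 18 to 30 nucleotides to miRBase 20.0, scaled them to the library total and tested pairs of groups with DESeq2. Here edgeR quasi-likelihood tests with TMM scaling were run on the 357 names that passed its expression filter, 109 known and 248 predicted, with a call at an absolute log2 fold change above 1 and FDR below 0.05. Known names of 1 family can share reads, so families were counted by their most abundant name.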

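The strongest called change of a known miRNA was in miR397, which silences laccases in other plants: pab-miR397 fell from 1130 ± 452 CPM in VC20 to 67.4 ± 15.3 in VC200 and 15.6 ± 2.72 in VC600 (SD, n = 2; log2 fold change -4.06, FDR 0.00326, and -6.17, FDR 0.000457). Copper-responsive miR408 fell as well, with ppt-miR408b at 70.6 ± 17.3, 6.34 and 5.93 (-3.51, FDR 0.0242, and -3.62, FDR 0.00575). In VC600, pab-miR3711 rose by 4.41 (FDR 0.00914), with 163 CPM in VC600 A and 560 in VC600 B against a mean of 16.9 in VC20. vvi-miR828a fell by 3.19 in VC600 (FDR 0.00508) and ppt-miR536f by 2.60 (FDR 0.00508). Among predicted miRNAs, novel_364 rose in both old groups (8.70 and 7.97) and novel_160 fell in both, from 84.9 to 0.717 and 1.12 CPM (-6.79 and -6.12). In VC200, 29 names were called against VC20 (10 higher and 19 lower), in VC600 68 were higher and 98 lower, and between the old groups 144 (58 higher and 86 lower in VC600). The balance moves with the scaling: in VC600 it was 86 higher and 86 lower with RLE size factors, 89 and 80 with DESeq2 and 42 and 130 with total counts. Between the old groups it was, in this order, 73 and 75, 78 and 79, and 50 and 91. Over the 3 comparisons, 205 names were called, 52 of them known names from 20 families and 153 predicted. The count in VC200 moved from 29 to 5 without VC20 A, 11 without VC20 B, 7 without VC200 A and 14 without VC200 B; the sum in VC600 went to 96 without VC20 A, 90 without VC20 B and 109 without VC600 B; and that between the old groups from 144 to 48 without VC200 A, 60 without VC200 B, 80 without VC600 A and 82 without VC600 B. The ppt-miR408b call in VC200 was lost without VC20 A, VC20 B, VC200 A or VC200 B.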

A total of 63 known and 170 novel miRNAs showed significantly different expression between young and old trees (Datasets S4 and S5), several of which were related to cell division, differentiation, and phytohormone metabolism (Dataset S6). For example, the targets of miR160a-5p were predicted to participate in responses to IAA (*SI Appendix*, Fig. S4*A*), and the targets of miR390a-5p, miR396a, and miR397a were related to cell division (*SI Appendix*, Fig. S4*B*).

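miR160 represses auxin response factors in Arabidopsis; ath-miR160a-5p differed from VC20 by a log2 fold change of 0.73 in VC200 and 0.06 in VC600 (-0.48 with total counts; edgeR, n = 2) and was called in neither. ARF18 Gb_33804, ARF18 Gb_39786 and Gb_25507 are its predicted targets, each paired with 6 miR160 names. They changed by -0.58, -0.16 and -0.50 in VC200 and by 0.08, 0.03 and -0.43 in VC600. For miR390, ath-miR390a-5p stood at -0.34 and 1.30 (FDR 0.104 in VC600), and its paired receptor kinase gene BAM1 (Gb_00189), a stem cell regulator in Arabidopsis, averaged FPKM of 114, 158.5 and 145. Of the 7 miR396 names that the paper gives, 6 could be tested and 1 was called lower in VC600, zma-miR396g-3p (-0.64 in VC200 and -2.67 in VC600), while ath-miR396b-3p, the most abundant name of the family, changed by -0.18 and 0.46 (-0.06 in VC600 with total counts). Among all 17 tested miR396 names, 9 were called lower and 0 higher in VC600 against VC20, with a median of -1.5. In VC200 against VC20, 0 were called and the median was -0.5. FBX6 (Gb_17686), an F-box gene paired with 7 miR396 names and 1 miR394 name, averaged 12.4, 19.5 and 17.0 (0.63 and 0.45). ath-miR397a was at 0 counts in both VC600 libraries, at least 8.5-fold lower than in VC20. The laccase gene LAC11 (Gb_11065), paired with 7 miR397 names, did not rise with that loss: its FPKM was 14.1 ± 7.22, 0.858 ± 0.746 and 9.93 ± 7.45 (SD, n = 3; -2.99 in VC200, limma adjusted p 0.0501; -0.54 in VC600). limma and edgeR called none of these 6 target genes in either old group; at an unadjusted p under 0.05, 1 of the 3 miR160 targets, FBX6 and LAC11 passed in VC200, and 1 of the 3 miR160 targets and FBX6 in VC600; DESeq2 called 2 laccase genes paired with miR397 lower in VC200 and 0 in VC600, and none of the other targets.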

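In the deposited table of target pairs, each of HB-8 Gb_02083, HB-8 Gb_18240, HB-8 Gb_22761, PHV Gb_10259 and PHB Gb_18245 is paired with 16 miR165/miR166 names, and no other known family is paired with any of the 5. The family pairs with 63 genes in all, in 176 pairs. Predicted miRNAs add 1 pair each for Gb_02083 (novel_169) and Gb_22761 (novel_311). The table as a whole holds 5157 pairs between 560 miRNAs and 3078 genes. These pairs rest on sequence prediction, with no measure of expression in them.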

In the computed gene expression network (*SI Appendix*, *Supplementary Materials and Methods*), both miR166 family members (miR166u, miR166n, miR166m, miR166j, miR166i-3p, miR166i, miR166h-3p, miR166g-3p, miR166e, miR166b, miR166a-3p, and miR166a) and an miR165 family member (miR165a-3p) were predicted to regulate HB-8 (*Gb_02083*, *Gb_18240*, *Gb_22761*), PHV (*Gb_10259*), and PHB (*Gb_18245*), which belong to the HD-ZIP III family (Fig. 4 *A* and *B*). Moreover, the expression of most miR166 family members increased significantly from VC20 to VC600, whereas their targets were down-regulated in old trees (Fig. 4*B*).

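The most abundant name of the family, gma-miR166u, rose from 47200 ± 3260 TMM CPM in VC20 to 160000 ± 31100 in VC600, with 65100 ± 1610 in VC200 (SD, n = 2; edgeR log2 fold change 1.76, FDR 0.000573, in VC600; 0.46, FDR 0.231, in VC200). VC600 also lay above VC200 for this name (1.30, FDR 0.00383). ath-miR166a-3p rose by 2.00 in VC600 (FDR 0.000457), osa-miR166g-3p changed by 0.77 (FDR 0.0258) and was not called, and mes-miR166i, ppt-miR166j and gma-miR166m rose by 2.43, 2.07 and 2.07. ath-miR165a-3p, of the miR165 branch, rose by 1.8 (FDR 0.0215), and cme-miR166i changed by 0.36 (with total counts ath-miR165a-3p, at 1.25, and osa-miR166m, at 0.72, were not called and cme-miR166i stood at -0.18). Of the 16 miR165/miR166 names that the paper gives, 10 were called higher in VC600 and 0 in VC200, where the changes ran from 0.17 to 0.84; 7 were higher in VC600 than in VC200. The counts of gma-miR166u equal the sum of ath-miR166a-3p and osa-miR166g-3p to within 100.1 to 100.3%, so the names are not separate measurements.

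**Figure D3:**
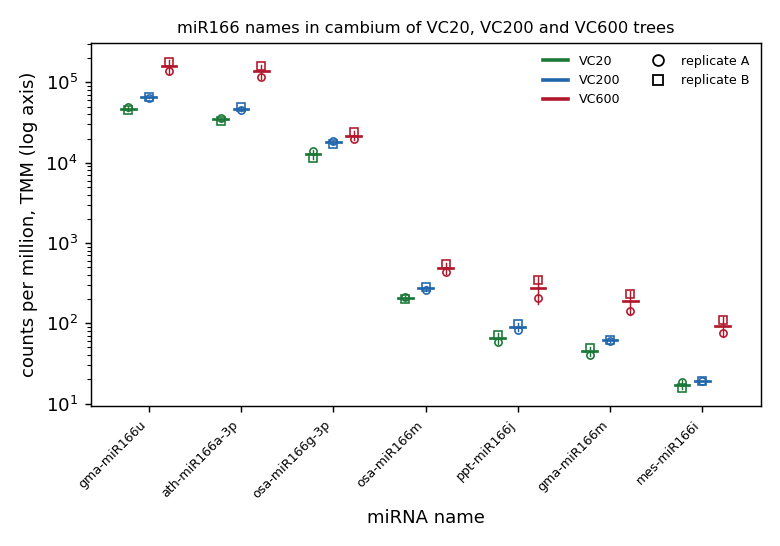
Levels of 7 miR166 names. The vertical axis, on a log scale, is TMM CPM; each point is 1 of the 2 libraries of VC20, VC200 or VC600 and the bar is the group mean. VC600 lies above VC20 for each name, by a log2 fold change of 0.77 for osa-miR166g-3p and 2.43 for mes-miR166i, and VC200 lies between or near VC20.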

**Fig. 4.**
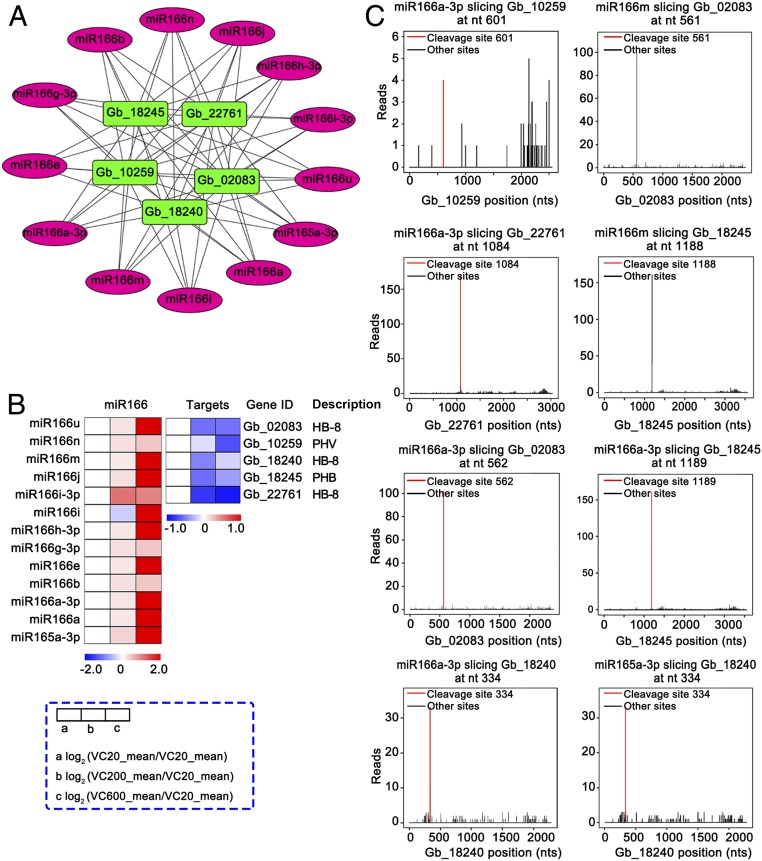
Network and heatmap analysis of miR166/165 and their targets. (*A*) Network of miRNA166/165 family members (magenta) and their targets (green). (*B*) Inverse correlation between the expression of miRNAs and that of their target genes in VC20, VC200, and VC600. The heatmaps are color coded by expression ratios [log_2_(VC20_mean/VC20_mean), log_2_(VC200_mean/VC20_mean), log_2_ (VC600_mean/VC20_mean)]; blue, lower expression; red, higher expression. (*C*) Target plots show signature abundance at the positions of target transcripts identified by degradome sequencing. Red lines, signatures corresponding to miRNA cleavage sites.

To further validate the cleavage events of miR166 and targets, we applied a degradome sequencing approach and found that six target genes could be cleaved by miR166 family members (Fig. 4*C*). For example, miR166m cleaved *Gb_02083* at a site 561 nucleotides from the 5′ end of the mRNA. Additionally, miR166a-3p cleaved *Gb_10259* at 601 nt and miR166m sliced *Gb_18245* at 1,188 nt. 

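The deposited table of predicted target pairs contains the 3 pairings named here: osa-miR166m and gma-miR166m are each listed with Gb_02083 and Gb_18245, and ath-miR166a-3p with Gb_10259. osa-miR166m rose in VC600 against VC20 by a log2 fold change of 1.25 (edgeR, FDR 0.0307, n = 2). Gb_02083, an HB-8 gene, Gb_10259, named PHV, and Gb_18245, named PHB, were each expressed in all 9 RNA-seq libraries, so each transcript was present together with the miRNA in every age class. The degradome library was made from 1 mixed sample of the 3 age classes, which leaves no comparison between ages. The degradome reads and cleavage positions were not analysed here.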

HD-ZIP III plays important roles in cambial cell differentiation (9), suggesting that the miR166/165–HD-ZIP III interaction may be associated with the reduced xylem formation in old trees.

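The paper reports that most miR166 members rose from VC20 to VC600 while their target genes were lower in old trees. It also reasons from the role of HD-ZIP III genes in cambial differentiation and from the cleavage of their transcripts by miR166. From these it proposes that the interaction of miR166 and HD-ZIP III may be associated with the lower xylem formation of old trees. In trees A and B, the ones with small RNA libraries, the mean FPKM of the HB-8, PHB and PHV genes was 25.5 and 35.6 in VC20 and 25.1 and 17.6 in VC600, and in the trees lettered C it was 18.6 in VC20 and 34.1 in VC600 (n = 3). Steady-state transcript levels do not measure cleavage or protein, and xylem formation was not measured in these libraries.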

### Changes in the Expression of Senescence-Associated Genes and miRNAs in Old *G. biloba* Trees.

To address whether old trees enter a senescent stage, we analyzed the levels of senescence-related transcription factors (TFs) in cambium (Fig. 5 *A*–*C*). Phylogenetic trees of these TF members (WRKY, NAC, and MYB) between *Arabidopsis* and *G. biloba* were first constructed. Some of these genes, such as *Gb_05026*, *Gb_08731*, *Gb_35114*, and *Gb_03400*, were closely related to *Arabidopsis* genes that have been shown to function in senescence (*SI Appendix*, Fig. S5 *A*–*C*). To verify whether these TFs might regulate senescence in *G. biloba*, we determined the transcript levels of the TFs during leaf senescence. The transcript levels of these TFs regularly increased (e.g., *Gb_02625*, *Gb_35114*, and *Gb_37444*) or decreased (e.g., *Gb_05026*, *Gb_29729*, and *Gb_20015*) during leaf senescence (*SI Appendix*, Fig. S6 *A* and *B*), indicating that these TFs are likely involved in senescence regulation in *G. biloba*.

**Fig. 5.**
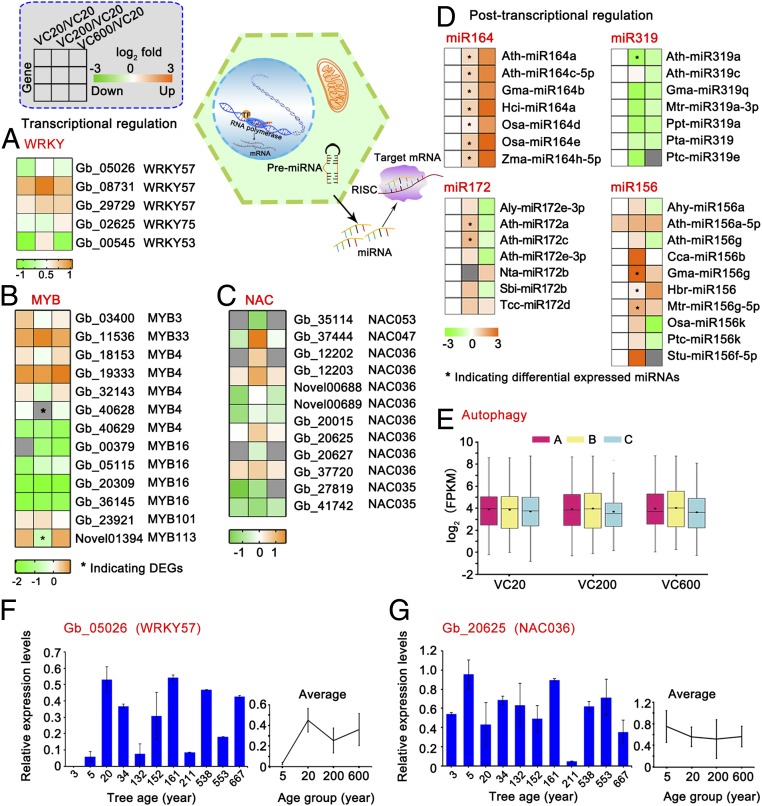
Old trees lack senescence symptoms. (*A*–*C*) Heatmaps of changes in the expression of senescence-related transcription factors. The heatmaps are color coded by average expression of VC20, VC200, and VC600 (log_10_FPKM). (*D*) Heatmaps of changes in the expression of miR164, miR319, miR156, and miR172. The heatmaps are color coded by expression ratios [log_2_ (VC20_mean/VC20_mean), log_2_ (VC200_mean/VC20_mean), log_2_ (VC600_mean/VC20_mean)]; green, down-regulated miRNAs; orange, up-regulated miRNAs. (*E*) Boxplot of the expression (log_2_ [FPKM]) of autophagy-related genes in VC20A, VC20B, VC20C, VC200A, VC200B, VC200C, VC600A, VC600B, and VC600C. Transcript levels of (*F*) WRKY57 and (*G*) NAC036 by qRT-PCR among more ages. The columns and error bars indicate the means and SDs (*n* = 3). The mean transcript levels of these genes are from trees of four age groups (3 and 5 y, 5Y; 20 and 34 y, 20Y; about 132, 152, 161, and 211 y, 200Y; and about 538, 553, and 667 y, 600Y).

Within the WRKY family, only WRKY57, WRKY75, and WRKY53 were expressed in *G. biloba* cambium. The transcript levels of WRKY57, WRKY75, and WRKY53 displayed irregular changes with age and these genes were not all DEGs (Fig. 5*A*). 

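WRKY57 and WRKY53 act in leaf senescence in Arabidopsis, and WRKY75 promotes it. WRKY57 Gb_08731 had an FPKM of 3.97 ± 2.16 in VC20, 11.9 ± 14.5 in VC200 and 3.34 ± 1.90 in VC600 (SD, n = 3; log2 fold change 0.87 and -0.20), and the VC200 mean rested on VC200 C with 28.6, against 3.16 and 4.05 in VC200 A and B. WRKY57 Gb_29729 averaged 1.43, 2.38 and 2.23 (0.21 and 0.34). WRKY57 Gb_05026 averaged 0.296, 1.01 and 0.649, WRKY75 Gb_02625 0.764, 0.616 and 1.28, and WRKY53 Gb_00545 0.0535, 1.42 and 0.124, all too low to be tested, with WRKY53 at 3.88 in VC200 C. limma tested 2 genes and called 0 in VC200 and 0 in VC600, with 0 at an unadjusted p under 0.05. edgeR called 0. DESeq2, run without the FPKM filter, called 1 higher in VC200 and 0 in VC600. The mean level of the 5 genes did not separate from VC20 in VC200 or VC600 (two-sided exact permutation p 0.8 and 0.7).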

NAC and MYB TFs are main regulators of leaf senescence. 

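NAC053 (Gb_35114), which takes part in stress-induced leaf senescence in Arabidopsis, was the most evenly expressed NAC gene, with an FPKM of 30.8 ± 3.27 in VC20, 35.8 ± 6.74 in VC200 and 26.8 ± 5.58 in VC600 (SD, n = 3; log2 fold change 0.20 and -0.21). NAC036 Gb_12202 averaged 0.230, 38.5 and 0.722, and the VC200 mean came from VC200 C at 114, against 0.419 and 0.963 in VC200 A and B. The same library held the highest value of NAC036 Gb_12203 (11.6), Gb_20625 (10.7) and Gb_37720 (8.62). NAC047 (Gb_37444) was listed at 0 in all libraries of VC20 and VC600, and NAC035 Gb_27819 and Gb_41742 were near 0 throughout. Of the 3 NAC genes tested limma called 0 in either old group, 0 had an unadjusted p under 0.05, and edgeR and DESeq2 called 0. With all 10 genes averaged, VC200 and VC600 did not separate from VC20 (two-sided exact permutation p 0.4 and 0.7).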

NAC053, NAC047, NAC036, and NAC035 were expressed in cambium of *G. biloba*, but none was differentially expressed among the three groups. Similarly, we detected expression of the MYB TFs MYB3, MYB4, MYB16, MYB33, MYB101, and MYB113 in *G. biloba* cambium, but only MYB113 was differentially expressed among the three groups (Fig. 5 *B* and *C*). Therefore, there was no aging trend displayed in the expression of the vast majority of senescence-related TFs.

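MYB113 (Novel01394), an activator of anthocyanin synthesis in Arabidopsis, had an FPKM of 3.04 ± 0.360 in VC20, 0.245 ± 0.371 in VC200 and 3.70 ± 2.21 in VC600 (SD, n = 3; log2 fold change -1.73 in VC200, standard error 0.40, limma adjusted p 0.0747; 0.08 in VC600; 1.81 between the old groups, adjusted p 0.228). MYB3 (Gb_03400), a repressor of phenylpropanoid genes, averaged 2.40, 0.773 and 1.29 (-0.94 and -0.54), and MYB4 Gb_32143, another such repressor, changed by -0.82 in VC200 (adjusted p 0.096) and 0.05 in VC600. The miR159 targets MYB33 (Gb_11536), with 4.05, 6.80 and 3.89, and MYB101 (Gb_23921) changed by 0.57 and -0.05, and by 0.04 and -0.23. MYB4 Gb_40628 was listed at 0 in all VC200 libraries. Of the 7 MYB genes tested limma called 0 over all genes, and 1 without VC600 B, MYB113 in VC200 (adjusted p 0.0374, against 0.079 to 0.208 without any other library); 3 had an unadjusted p under 0.05 in VC200 and 0 in VC600. edgeR called 0. DESeq2, run without the FPKM filter, called 1 lower in VC200 and 0 in VC600, though MYB113 was not among the genes with recovered fragments.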

In plants, several reports have described the involvement of miRNAs, such as miR164 and miR319, in aging (10). 

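miR164 restrains NAC genes such as CUC2, and its decline with leaf age lets ORE1-type genes rise in Arabidopsis. In the cambium ath-miR164c-5p rose from 2730 ± 492 TMM CPM in VC20 to 6030 ± 414 in VC200 and 20900 ± 4920 in VC600 (SD, n = 2; edgeR log2 fold change 1.15, FDR 0.0477, and 2.94, FDR 0.000457), and VC600 lay above VC200 (1.8, FDR 0.00437). Of the 7 miR164 names that the paper gives, 7 were higher in VC600 (2.57 to 3.65) and 1 in VC200 (0.50 to 1.26); the names share reads within the family. The ath-miR164c-5p call in VC200 was lost without VC20 A, VC20 B, VC200 A or VC200 B (log2 fold change 1.01 to 1.31). NAC038 (Gb_13930), paired with 8 miR164 names, had an FPKM of 5.05 ± 1.33, 38.1 ± 55.6 and 10.8 ± 7.05 (n = 3; 1.52 in VC200, limma adjusted p 0.395; 0.82 in VC600); VC200 C held 102.3 against 5.14 and 6.86 in VC200 A and B. CUC2 (Gb_32549) averaged 0.548, 0.826 and 0.665 and was too low to be tested.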

In cambium of *G. biloba*, the expression of most miR164 family members was higher in VC200 and VC600 than in VC20, whereas the transcript levels of their targets, such as CUC2 and NAC038, showed only slight changes among the three ages (Fig. 5*D* and *SI Appendix*, Fig. S7 *A*–*C**)*. The expression of most miR319 family members and their targets (TCP2 and ERF12) was lower in old trees (Fig. 5*D* and *SI Appendix*, Fig. S7 *D*–*F*). 

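TCP2 and its relatives slow leaf growth in Arabidopsis and are targets of miR319. The miR319 name with the most counts, mtr-miR319a-3p, changed by a log2 fold change of -1.59 in VC200 (edgeR, FDR 0.16, n = 2) and -0.30 in VC600 (FDR 0.669), and by 1.29 between the old groups. Only 3 of the 7 miR319 names that the paper gives had enough counts to be tested, and none of them was called in VC200 or VC600. TCP2 (Gb_07891) averaged an FPKM of 0.768 in VC20, 0.184 in VC200 and 0.134 in VC600 and was too low to be tested. ERF12 (Gb_39627), an ethylene response factor paired with 7 miR319 and 2 miR159 names, stood at 8.54 ± 2.60, 3.18 ± 1.53 and 5.16 ± 1.91 (SD, n = 3; -1.23 in VC200, limma adjusted p 0.122; -0.64 in VC600). Below 0 lay 3 of the 3 tested names in VC600 and 2 of the 3 in VC200, with the third at 0.41.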

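miR156 holds plants in the juvenile phase and declines with age in annuals, while miR172 promotes the adult phase. In the cambium mtr-miR156g-5p rose from 700 ± 75.4 TMM CPM in VC20 to 3790 ± 1430 in VC600, with 1130 ± 14.3 in VC200 (SD, n = 2; edgeR log2 fold change 2.44, FDR 0.00434, in VC600; 0.69, FDR 0.37, in VC200). Between the old groups it was higher in VC600 (1.75, FDR 0.0143), a call lost without VC200 A, VC200 B or VC600 A (1.74, 1.73 and 1.30). Only 3 of the 11 miR156/miR157 names that the paper gives had enough counts to be tested, and 1 was called higher in VC600; between the old groups the other 2 lay below 0 (lowest -2.35), and the median over the tested names of the family was -1.78. ath-miR172a stood at 2960 ± 2630, 8350 ± 2190 and 2130 ± 331 (1.50, FDR 0.231, in VC200; -0.48, FDR 0.542, in VC600). It was lower in VC600 than in VC200 (-1.97, FDR 0.036), a call lost without VC200 A, VC200 B, VC600 A or VC600 B.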

Most miR156 family members were expressed at a high level in VC200 and VC600 (Fig. 5*D*), although the expression of most miR172 family members did not show a clear pattern.

Autophagy is associated with health and longevity, and its disruption in *Arabidopsis* accelerates leaf senescence (11). 

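Autophagy genes rise during leaf senescence in Arabidopsis, and their loss hastens it. The 35 genes of Dataset S7 had a mean FPKM per library of 39.96 ± 0.467 in VC20, 38.2 ± 2.66 in VC200 and 40.1 ± 6.99 in VC600 (SD, n = 3), with two-sided exact permutation p of 0.9 and 0.8 against VC20 and 0.7 between the old groups on the log2 scale. ATG1b (Gb_01931), a kinase that starts autophagy, stood at 16.1 ± 0.863, 18.0 ± 0.773 and 15.6 ± 0.740. The median log2 fold change of the 35 genes was -0.06 in VC200 and 0.06 in VC600. limma tested all 35 and called 0 in each comparison, over all genes and over the list alone; 3 had an unadjusted p under 0.05 in VC200 and 1 in VC600, and edgeR and DESeq2 called 0.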

In *G. biloba* cambium, there were 35 autophagy-related genes expressed, comprising 23 genes encoding autophagy-related proteins, 7 encoding autophagy substrate NBR1, 3 encoding autophagy 18H-like proteins, and 2 encoding autophagy 18G-like proteins. All of these genes showed similar transcript levels among the three ages (mean fragments per kilobase of transcript sequence per million base pairs sequenced [FPKM] values were 39.95, 38.17, and 40.08 in VC20, VC200, and VC600, respectively; Fig. 5*E* and Dataset S7)

qRT-PCR validation of three senescence-related genes (*Gb_05026* [*WRKY57*], *Gb_20625* [*NAC036*], and *Gb_01931* [autophagy-related protein]) confirmed that their transcript levels did not change with age (Fig. 5 *F* and *G* and *SI Appendix*, Fig. S3*D*). All of the above results suggest that old trees of *G. biloba* do not exhibit senescence.

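The paper takes the absence of an aging trend in most WRKY, NAC and MYB genes, the direction of miR164, miR319 and miR156, and the steady autophagy genes together. It adds qRT-PCR of 3 senescence-related genes over more ages, and proposes that the old trees are not senescing. Elsewhere it also draws on similar leaf area, photosynthesis and seed germination, which were not analysed here. Of the 5 WRKY, 10 NAC and 13 MYB genes, 2, 3 and 7 had enough FPKM to be tested. All 35 autophagy genes were tested and none was called by limma, edgeR or DESeq2, which does not show equality at n = 3. Genes were changed by a known fold in simulated libraries with the spread of the real ones. Between VC20 and VC200, 2% were recovered at a 2-fold change, 44% at 4-fold and 76% at 8-fold. Between VC20 and VC600 these shares were 2%, 50% and 78%. In each simulated comparison 50 genes were changed at each fold, while 2 genes were called between VC20 and VC600 in the real libraries. With fewer calls the adjusted p is harder to pass, so the shares for VC600 are likely too high. Changes below 4-fold in the single senescence genes tested would therefore mostly have been missed. The shares do not apply to the senescence genes that were too low to be tested.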

### Expression of Genes Associated with Induced Defenses in the Cambium.

Next we analyzed the number and expression levels of leucine-rich repeat (LRR)-class plant resistance genes (R genes). Surprisingly, 457 LRR class R genes were found to be expressed in the cambium (402 in VC20, 412 in VC200, and 401 in VC600; no significant difference) (Fig. 6 *A* and *B* and Dataset S8). 

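LRR resistance genes encode the receptors with which plants detect pathogens. Of the 457 genes of Dataset S8, 396 were above 0 in at least 1 library of VC20, 409 in VC200 and 400 in VC600. Their mean FPKM per library was 7.37 ± 0.105 in VC20, 7.19 ± 0.418 in VC200 and 6.88 ± 0.49 in VC600 (SD, n = 3; two-sided exact permutation p 0.8 and 0.1 against VC20 on the log2 scale). Of the 220 LRR genes with enough FPKM to be tested limma called 1 in VC200, lower, with 41 at an unadjusted p under 0.05; this became 0 without VC20 A, B or C, VC200 A or VC200 B, 3 without VC200 C and 2 without VC600 B. In VC200 edgeR called 1, lower, and DESeq2, run without the FPKM filter on VC20 and VC200 only, called 13 higher and 11 lower. In VC600 limma called 0, with 22 at an unadjusted p under 0.05; edgeR called 0, and DESeq2 called 11 with VC20 and VC600 only, 4 higher and 7 lower.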

The TIR-NBS-LRR and CC-NBS-LRR class disease-resistance proteins were the two most highly expressed LRR gene families. 

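TIR-NBS-LRR and CC-NBS-LRR proteins recognise pathogen effectors inside the cell. Counted as FPKM above 0 in at least 1 library, 200 of these genes were found in VC20, 208 in VC200 and 199 in VC600, with a mean FPKM per library of 8.86 ± 0.287, 8.59 ± 0.938 and 7.88 ± 0.595 (SD, n = 3), above the mean of the LRR genes as a whole in every group. On the log2 scale VC600 lay below VC20 in all its libraries (two-sided exact permutation p 0.1, the smallest possible), and VC200 did not separate (p 0.9). limma tested 128 of the genes and called 1 lower in VC200 (0 without VC20 A, B or C, VC200 A or VC200 B, 3 without VC200 C and 2 without VC600 B) and 0 in VC600, with 23 and 15 at an unadjusted p under 0.05. edgeR called 0 in both. DESeq2 on the libraries compared, without the FPKM filter, called 9 higher and 4 lower in VC200 and 3 higher and 5 lower in VC600.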

Of the 220 members of these two gene families, expression of 200, 208, and 199 was detected in VC20, VC200, and VC600, respectively. Furthermore, the expression levels of 15 members of the plant–pathogen interaction-related LRR receptor-like serine/threonine-protein kinase flagellin-sensitive 2 (FLS2) family (Dataset S8) displayed no significant difference among the three groups, suggesting that old trees retain expression of critical components for inducible resistance. 

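FLS2 is the receptor for bacterial flagellin in Arabidopsis. In the cambium 13 of the 15 FLS2 genes were above 0 in each age class, at a mean FPKM of 1.49 ± 0.292 in VC20, 2.25 ± 1.37 in VC200 and 1.37 ± 0.81 in VC600 (SD, n = 3; two-sided exact permutation p 0.9 and 0.6 against VC20 on the log2 scale). limma tested 4 genes and called 0 in VC200 and 0 in VC600, with 1 and 0 at an unadjusted p under 0.05. edgeR called 0. DESeq2, run without the FPKM filter, called 2 higher in VC200 with all 9 libraries and 1 higher with VC20 and VC200 only. In VC600 DESeq2 called 0. The paper reads the steady number and level of LRR, NBS-LRR and FLS2 genes as a sign that the parts of inducible resistance are kept, and proposes that old trees retain them.

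**Figure D4:**
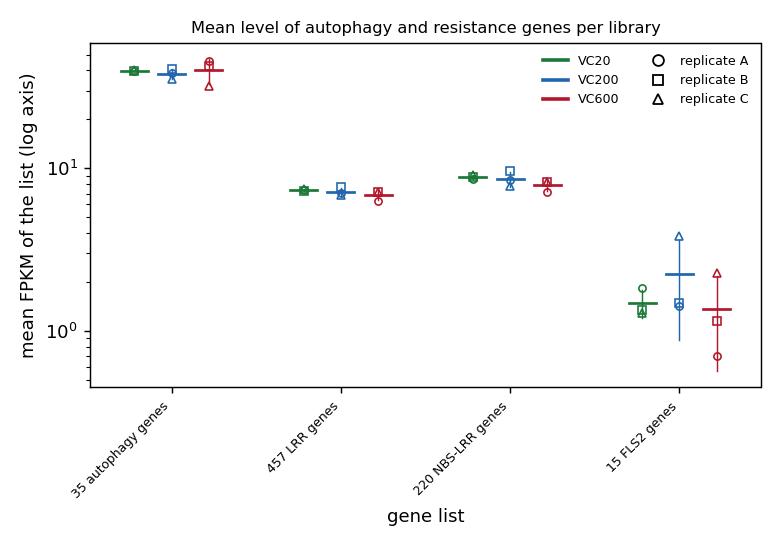
Mean FPKM of the 35 autophagy, 457 LRR, 220 NBS-LRR and 15 FLS2 genes. The vertical axis is FPKM on a log scale, and each point is 1 library of VC20, VC200 or VC600. The autophagy points of the 3 age classes overlap, while the LRR and NBS-LRR points of VC600 all lie below those of VC20, with LRR means of 7.37 in VC20 and 6.88 in VC600; the FLS2 points spread over a wider range in VC200 and VC600 than in VC20.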

Three defense-related genes were selected for validation by qRT-PCR. The transcript levels of the R genes *Gb_39766* (FLS2), *Gb_05919* (TIR-NBS-LRR), and *Gb_25801* (CC-NBS-LRR) were similar among the three groups (Fig. 6*C*).

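In the RNA-seq libraries of the same trees, the TIR-NBS-LRR gene Gb_05919 had an FPKM of 28.9 ± 2.35 in VC20, 27.4 ± 3.62 in VC200 and 28.9 ± 3.82 in VC600 (SD, n = 3; limma log2 fold change -0.08 and 0.00). The CC-NBS-LRR gene Gb_25801 stood at 4.06 ± 0.659, 7.75 ± 1.65 and 6.43 ± 3.39 (0.78 in VC200, adjusted p 0.228; 0.46 in VC600). Gb_39766, the FLS2 gene, was listed at 0 in all 9 libraries. The qRT-PCR values were not analysed here.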

**Fig. 6.**
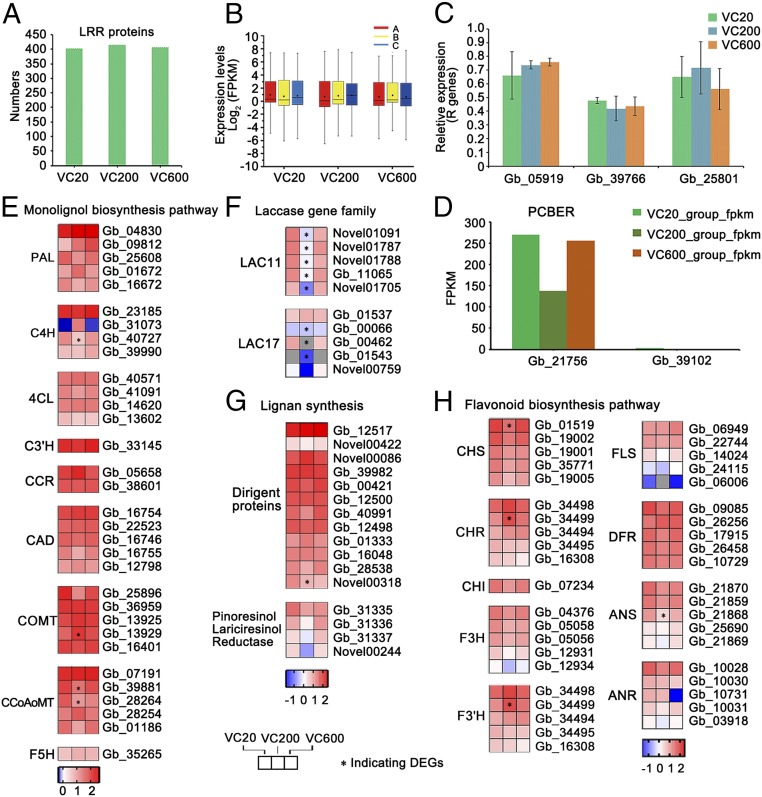
Expression of defense-related genes in trees of different ages. (*A*) Numbers of LRR genes in VC20, VC200, and VC600. (*B*) Boxplot of the expression levels [log_2_ (FPKM)] of LRR genes in VC20A, VC20B, VC20C, VC200A, VC200B, VC200C, VC600A, VC600B, and VC600C. (*C*) Expression levels of R genes (*Gb_05919*, *Gb_39766*, *Gb_25801*) by qRT-PCR. The columns and error bars indicate the means and SDs (*n* = 3). Changes in the expression of genes in (*D*) the PCBRE gene family, (*E*) the monolignol biosynthesis pathway, (*F*) the laccase gene family, (*G*) lignan synthesis, and (*H*) the flavonoid biosynthesis pathway. The heatmaps are color coded by average expression of VC20, VC200, and VC600 (log_10_FPKM).

### Expression of Preformed Resistance-Associated Genes in the Cambium.

Phenylcoumaran benzylic ether reductase (PCBER) is a major protein component of xylem, where it provides protection by reducing phenolic dimers to yield antioxidant molecules (12). 

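PCBER Gb_21756, whose product reduces phenolic dimers in poplar xylem, had an FPKM of 270.1 ± 78.8 in VC20, 138 ± 87.7 in VC200 and 256.2 ± 87.2 in VC600 (SD, n = 3; limma log2 fold change -1.10 in VC200, adjusted p 0.214; -0.08 in VC600). Its VC200 libraries were uneven, at 103.4, 237.7 and 72.8 in VC200 A, B and C, so the 211-year tree stood at the VC20 level and the other 2 below it. The second PCBER gene, Gb_39102, averaged 3.15, 0.532 and 0.950.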

Notably, of the two PCBER homologs in the *G. biloba* genome, only one (*Gb_21756*) was strongly expressed in vascular cambium, at similar levels in VC20 and VC200 (Fig. 6*D*).

Studying transcriptional changes across whole biosynthetic pathways might provide a more reliable estimation of changes during aging in *Ginkgo*, a species in which little functional analysis of genes has been performed. We first examined the monolignol biosynthesis pathway, comprising a series of 10 biosynthetic steps in poplar (13) (Fig. 6*E*). Apart from single coumaroyl shikimate 3′-hydroxylase (involved in synthesis of both guaiacyl and syringyl lignin) and ferulate/coniferaldehyde 5-hydroxylase (critical only for the biosynthesis of syringyl lignin) genes, all other enzymes were encoded by gene families with either four or five members (Fig. 6*E*). Consideration of the most highly expressed member of each gene family revealed that, apart from cinnamoyl CoA reductase and caffeic acid 3-*O*-methyltransferase, the expression level of monolignol pathway genes in the oldest tree was no lower than in the youngest. 

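In the oldest group the leading phenylalanine ammonia-lyase gene, PAL Gb_04830, which opens the pathway, had an FPKM of 393.8 ± 178.4, against 231 ± 40.6 in VC20 and 385.6 ± 178.6 in VC200 (SD, n = 3; limma log2 fold change 0.68 in VC600 and 0.61 in VC200). C3'H Gb_33145 stood at 205.2 ± 27.6 in VC600 and 155.6 ± 32.6 in VC20 (0.41), C4H Gb_23185 averaged 213.9 and 161 (0.47), 4CL Gb_40571 27.5 and 24.4 (0.19), CAD Gb_16754 100.5 and 75.5 (0.42) and CCoAOMT Gb_07191 196.4 and 153.4 (0.39). CCR Gb_05658 had 93.0 ± 52.9 in VC20, 175.7 ± 63.1 in VC200 and 53.9 ± 31.0 in VC600 (0.98 and -0.78, adjusted p 0.815 in VC600). None of these leading genes passed an adjusted p of 0.05 in either old group.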

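Among weaker family members, PAL Gb_25608 averaged an FPKM of 43.4 in VC20, 12.4 in VC200 and 29.4 in VC600 (n = 3, limma log2 fold change -2.12 in VC200, adjusted p 0.148), C4H Gb_40727 15.7, 3.59 and 11.7 (-2.03, adjusted p 0.104), CCoAOMT Gb_39881 88.7, 25.7 and 64.0 (-2.09, adjusted p 0.107) and CAD Gb_16755 19.6, 6.94 and 18.3 (-1.42, adjusted p 0.0694). Between the old groups their adjusted p was 0.474, 0.409, 0.402 and 0.271. limma and edgeR called none of these genes in any of the 3 comparisons. DESeq2 with all 9 libraries called C4H Gb_40727, CCoAOMT Gb_39881 and CAD Gb_16755 lower in VC200 than in VC20 and CAD Gb_16755 higher in VC600 than in VC200. CCoAOMT Gb_28264, a methyltransferase of guaiacyl lignin synthesis, lay low in both old groups, at 52.3, 11.0 and 17.4 (-2.54 and -1.61). PAL Gb_09812 was higher in the old groups by its means, at 4.80, 27.3 and 74.5 (1.92 and 3.33, adjusted p 0.322 in VC600). VC200 C held the highest VC200 value of PAL Gb_01672 (89.7) and C4H Gb_31073 (59.1). F5H Gb_35265 stayed near VC20, at 4.07, 6.11 and 5.49.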

Among the less strongly expressed gene family members, there was again little evidence for a strong decline in expression with aging.

The monolignol pathway also provides coniferyl alcohol as a substrate for formation of antimicrobial lignans. Downstream steps in the pathway involve laccase and dirigent protein for stereoselective dimerization, and pinoresinol lariciresinol reductase. The expression pattern of laccases homologous to the *Arabidopsis* Lac11 and Lac17 genes (functionally ascribed a role in lignin polymerization) (14) suggested small but nonsignificant reductions in expression between VC600 and VC20 (Fig. 6*F*). 

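LAC11 and LAC17 polymerise lignin in Arabidopsis. The LAC11 homologue Novel01705 fell from an FPKM of 5.09 ± 3.16 in VC20 to 0.126 ± 0.142 in VC200 and stood at 6.26 ± 0.895 in VC600 (SD, n = 3; limma log2 fold change -2.33, adjusted p 0.0302; 0.36; 2.69 between the old groups, adjusted p 0.096). The LAC11 homologue Novel01787 fell from 18.6 ± 9.53 to 0.792 ± 0.675 in VC200, with 11.0 ± 9.50 in VC600 (-3.37, adjusted p 0.0497; -0.85). Novel01091 and Novel01788 changed by -3.53 and -3.13 in VC200 and by -2.01 and -1.94 in VC600, and none of the laccases was called in VC600. LAC17 Gb_00462 had 7.41 ± 5.73 in VC20 and 3.44 ± 3.15 in VC600 (-0.93) and was listed at 0 in all VC200 libraries, while LAC17 Gb_01537 averaged 3.35, 5.83 and 4.74 (0.60 and 0.44). The Novel01705 call was lost without VC20 A, B or C, VC200 A or VC200 B (adjusted p 0.0628 to 0.117), and the Novel01787 call without VC20 A, B or C, VC200 A, B or C, or VC600 A (0.0681 to 0.167).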

A similar pattern was seen for the most highly expressed pinoresinol lariciresinol reductase (*Gb_31335*), although there was no reduction in expression of the two most highly expressed dirigent proteins (Fig. 6*G*).

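PLR (Gb_31335), which turns pinoresinol into lariciresinol, had an FPKM of 24.9 ± 12.1 in VC20, 7.94 ± 6.29 in VC200 and 11.8 ± 5.40 in VC600 (SD, n = 3; limma log2 fold change -1.75, adjusted p 0.201, and -0.96, adjusted p 0.836). Dirigent proteins steer the coupling of coniferyl alcohol radicals: Gb_12517 stood at 162.5 ± 23.1, 284.2 ± 207.4 and 305.3 ± 170.2 (0.58 and 0.75) and Gb_39982 at 84.3 ± 11.4, 91.7 ± 5.76 and 79.0 ± 4.2 (0.13 and -0.08). The dirigent gene Novel00318 averaged 13.6, 5.17 and 4.59 (-1.50 and -1.45).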

Flavonoids are a major class of plant secondary metabolites which can protect against both biotic and abiotic stresses (15). In our dataset, 41 genes were annotated as key genes encoding enzymes associated with flavonoid biosynthesis, including chalcone and stilbene synthases. 

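Gb_01519, matched to chalcone synthase, the entry enzyme of flavonoid synthesis, had an FPKM of 66.6 ± 18.2 in VC20, 23.2 ± 10.1 in VC200 and 54.8 ± 21.3 in VC600 (SD, n = 3; limma log2 fold change -1.52 in VC200, adjusted p 0.0784; -0.30 in VC600). Gb_21868 stood at 9.63 ± 2.94, 2.50 ± 2.11 and 5.90 ± 1.91 (-1.80, adjusted p 0.111; -0.63). CHS Gb_19002 averaged 45.5, 18.6 and 32.1 (-1.49 and -0.44) and ANS Gb_21870, of anthocyanidin synthesis, 26.7, 11.2 and 15.5 (-1.55 and -0.75), and in VC200 CHI Gb_07234, F3H Gb_04376 and ANR Gb_10028 changed by -1.27, -0.92 and -1.39 without a call. FLS Gb_06949 and DFR Gb_26256 changed by -0.11 and 0.91 in VC200 and by 0.74 and 0.84 in VC600. CHR Gb_34499, a chalcone reductase in Fig. 6H whose match in Dataset S3 is cytochrome P450 71A1, rose from 11.8 ± 2.41 to 51.5 ± 4.18 in VC200 (2.05, standard error 0.25, adjusted p 0.0279), with 20.7 ± 6.64 in VC600 (0.73). The CHR Gb_34499 call was lost without VC20 A, B or C, VC200 A or VC200 B (adjusted p 0.0574 to 0.117).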

Apart from *Gb_01519* and *Gb_21868*, there was no lower expression level of flavonoid biosynthesis-related genes in the cambium of old trees than in the youngest (Fig. 6 *H* and *I* and *SI Appendix*, Fig. S5*D*).

## Discussion

Meristem activity determines the aging of perennials at the whole-plant level, and a key feature of the tree lifestyle is the ability to maintain meristem indeterminacy (1). Frequently, mature woody trees cannot increase their height after a certain age mainly because the shoot apical meristem of old trees is usually damaged by natural stresses (16). The vascular cambium, on the other hand, can ensure both increased tree girth and annual renewal of vascular tissues over a tree’s lifespan, thus most mature trees are increasing in girth and production of branches, but are no longer getting taller (17). Our comparative analysis revealed that the number of cambial cell layers gradually decreased from VC20 to VC600. In parallel, the ring widths decreased dramatically in the first 200 y, and more slowly during the next few hundred years. Although the ring widths decreased in old trees, it is noteworthy that the BAI did not show a declining trend from 10- to 600-y-old *G. biloba* trees. Since BAI is a reliable indicator of tree growth (18–20), it seems that the vascular cambium in *G. biloba* can retain the capacity for continuous growth for hundreds of years or even millennia.

Cell division is one of the key processes taking place in the cambial zone, and the number of cell layers in the cambial zone decreased in old *G. biloba* trees. Several regulatory genes of cambial meristem activity and markers of cell division have been identified (21–23). Reduced expression levels of several genes related to cell division, expansion, and differentiation, as well as miR166/165-mediated cleavage of HD-ZIPIII, decreased IAA synthesis, and increased ABA synthesis, all accompanied the lower cambial activity and slowed radial growth in old *Ginkgo* trees (Fig. 7 *A* and *E*).

**Fig. 7.**
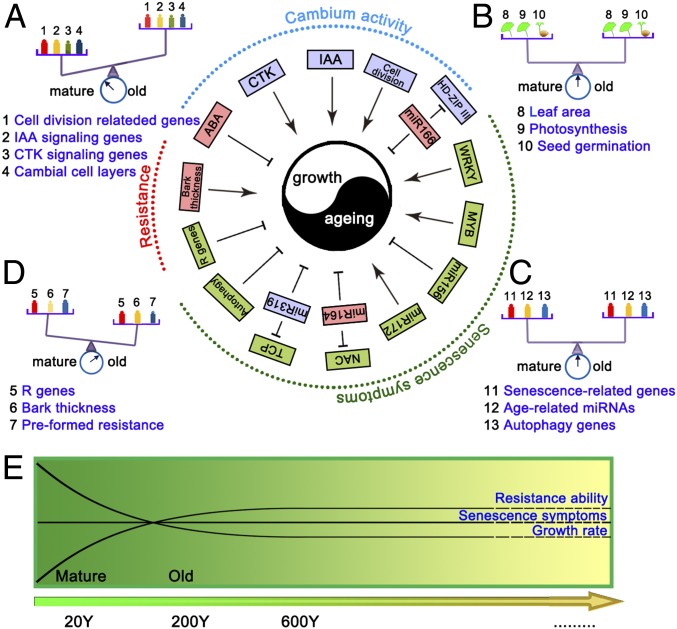
Schematic representation of the balance between aging and growth. The blue, red, and green boxes represent decreased, increased, and invariant index values in old trees, respectively. (*A*) Balance diagram; the balance between growth and aging is maintained by decreased cambium activity. (*B* and *C*) Old *G. biloba* trees lack senescence symptoms. (*D*) Resistance mechanisms delay senescence in old trees. The color gradation shows the values of indices. (*E*) Variation in growth rate, senescence symptoms, and the resistance ability with age.

After maturity, perennial plants enter the stage of aging or senescence, leading cells to a loss of physiological and biochemical functions (17). Ally et al. (24) found that the reduction with age in the number of viable pollen grains in *Populus tremuloides* suggested that old clonal trees would lose sexual function with respect to pollen quantity and quality between ∼500 and 20,000 y. We found that, 20-, 200-, and 600-y-old trees displayed similar leaf areas, leaf photosynthetic efficiencies, and seed germination rates (Fig. 7*B*), in contrast to previous reports of decreased growth rates and reproductive capacity during aging (25, 26). Moreover, in old male *G. biloba* trees, there is no significant decline in male fertility with age, and male trees over 1,000 y old still maintain high pollen productivity and viability (27). Similarly, many 1,000-y-old *G. biloba* female trees can produce a large number of seeds every year in China (28). We propose that continuous growth of the cambial cells may enable *G. biloba* to escape senescence at the whole-plant level.

Senescence, comprising the final stage of development during the aging process, is generally accompanied by massive changes in the transcriptome. Previously, two plant-specific transcription factor families WRKY and NAC were found to be major regulators of senescence in plants and, at the posttranscriptional level, miR164 and miR319 can control leaf senescence through targeting ORE1 and TCP, respectively (10). Here, we found that some senescence-associated genes of the WRKY, NAC, and MYB families were not differentially expressed with age among the different *G. biloba* trees. Moreover, expression of almost all of the senescence/age-related miRNAs, including miR164, miR319, miR172, and miR156, and their targets did not show changes with age. In particular, the transcript levels of several autophagy-related genes did not decline with age. Based on the fact that there was no consistently higher expression of senescence-related genes in old trees (Fig. 7 *C* and *E*), we conclude that the old tree of *G. biloba* is in a healthy mature state and senescence is not manifested at the whole-plant level.

Perennial plants need to cope with changing environments and pathogens over their lifespans, and some may die due to biotic and environmental stresses such as bark beetles and intense drought (17, 20). Thus, ability to defend against biotic and abiotic stress is a major contributor to successful long life in perennial trees. There are 62 members of the FLS2 and EF-Tu receptor (EFR) resistance gene families in *G. biloba*, considerably higher than the number reported in *Arabidopsis* (29). By RNA sequencing, we found transcripts corresponding to 457 R genes in *G. biloba* trees of different ages; of these, 220 NBS-LRR genes and 15 FLS2 genes showed no obvious expression difference between young and old trees (Fig. 7 *D* and *E*). Thus, this long-lived perennial appears to maintain resistance to external stress via the persistent expression of a large number of R genes.

Xylem formation usually is characterized by the activation of metabolic pathways which lead to the formation of the phenolic polymer lignin to make the trees dense in support of increasing size. Trees also produce antimicrobial and antioxidant secondary metabolites, such as flavonoid glycosides and terpenoids, in response to stresses (30, 31). For example, pinoresinol is one of the structurally simplest lignans, frequently present in woody plants as a defensive agent due to its antihelminthic and antifungal activity (32), and many stilbenoids and flavonoids have been isolated from heartwood and bark of many trees. The ratio of heartwood/sapwood increased with age in *G. biloba*, and the expression of monolignol and flavonoid/stilbene pathway genes was not significantly reduced in old trees. Thus, accumulated protective specialized metabolites from continuous growth may enhance the resistance of long-lived old trees to adapt themselves to different environments.

## Materials and Methods

Acquisition and preservation of cambium material, average BAI analysis, plant hormone analysis, and qRT-PCR followed protocols in previous publications (8, 19, 33, 34). Plant materials, tree-ring measurement and analysis, light microscopy, sRNA sequencing and degradome sequencing analysis, and validation of senescence-related TFs in *G. biloba* leaves are described in detail in *SI Appendix*, *SI Materials and Methods*.

## Supplementary Material

Supplementary File

Supplementary File

Supplementary File

Supplementary File

Supplementary File

Supplementary File

Supplementary File

Supplementary File

Supplementary File

# Supplementary material for: Multifeature analyses of vascular cambial cells reveal longevity mechanisms in old Ginkgo biloba trees
**Source:** Proc Natl Acad Sci U S A. 2020 Jan 13;117(4):2201–10. doi: 10.1073/pnas.1916548117
**Supplement:** Supplementary File

Supplementary Information for

**Multi-feature analyses of vascular cambial cells reveal longevity mechanisms in old *Ginkgo biloba* trees**

Li Wang<sup>a,b†</sup>, Jiawen Cui<sup>a†</sup>, Biao Jin<sup>a†</sup>, Jianguo Zhao<sup>a</sup>, Huimin Xu<sup>b,c</sup>, Zhaogeng Lu<sup>a</sup>,  
Weixing Li<sup>a</sup>, Xiaoxia Li<sup>d</sup>, Linling Li<sup>e</sup>, Eryuan Liang<sup>d</sup>, Xiaolan Rao<sup>f</sup>, Shufang Wang<sup>b</sup>,  
Chunxiang Fu<sup>g</sup>, Fuliang Cao<sup>h</sup>, Richard A. Dixon<sup>b,f\*</sup>, Jinxing Lin<sup>b,c\*</sup>

<sup>a</sup>College of Horticulture and Plant Protection, Yangzhou University, Yangzhou 225009, China; <sup>b</sup>Beijing Advanced Innovation Center for Tree Breeding by Molecular Design, Beijing Forestry University, Beijing 100083, China; <sup>c</sup>College of Biological Sciences and Biotechnology, Beijing Forestry University, Beijing 100083, China; <sup>d</sup>Key Laboratory of Tibetan Environment Changes and Land Surface Processes, Institute of Tibetan Plateau Research, Chinese Academy of Sciences, Beijing 1000101, China; <sup>e</sup>College of Life Sciences, Huanggang Normal University, Huanggang, Hubei 438000, China; <sup>f</sup>BioDiscovery Institute and Department of Biological Sciences, University of North Texas, Denton, TX 76203, USA; <sup>g</sup>Qingdao Institute of Bioenergy and Bioprocess Technology, Chinese Academy of Sciences, Qingdao 266101, China; <sup>h</sup>Co-Innovation Center for Sustainable Forestry in Southern China, Nanjing Forestry University, Nanjing 210037, China

†These authors contributed equally to this work.

Richard A. Dixon; Jinxing Lin  

**This PDF file includes:**

Supplementary text (Materials and Methods)

Figures S1 to S7

Tables S1 to S3

Legends for Datasets S1-8

SI References

**Other supplementary materials for this manuscript include the following:**

Datasets S1 to S8

## Supplementary Information Text

### Supplementary Materials and Methods

**Tree ring sampling, preparation, measurement, and analysis.** Tree-ring cores from the stems of different-aged *G. biloba* trees growing at two sites in Anlu, Hubei Province (31°40'N, 113°35'E; Anlu, China), and Pizhou, Jiangsu Province (34°53'N, 118°12'E; Pizhou, China), were collected in late May of 2014 and 2015. A total of 34 healthy (without mechanical damage, disease, or evidence of insect activity) female trees was sampled. The cambium samples from Pizhou were used for physiological and biochemical assays and for RNA, sRNA, and degradome sequencing. To validate genes associated with age that could offset environmental influences, we performed quantitative real time polymerase chain reaction (qRT-PCR) on the tree samples from different age trees in Anlu and Pizhou. One or two increment cores per tree at breast height (1.3 m) were taken and the diameter at breast height (DBH) of each tree was measured. The tree-ring samples were processed in the laboratory following standard dendrochronological procedures. The ring widths were measured to an accuracy of 0.01 mm using the LINTAB measuring system (Rinntech, Heidelberg, Germany). For samples 1-17 (*SI Appendix*, Dataset S1), we acquired the whole ring cores which reach the central part of the tree rings, and the ages of these trees (including the 20-year-old group trees) were determined by counting the number of tree rings, thus the number of rings represented the true age of the trees. For samples 18-34 (*SI Appendix*, Dataset S1), due to the fact that the thickness of old tree trunks was more than the length of the tree ring drill, it was difficult to reach the central part of the tree rings; therefore, we estimated and completed the inner section according to the variation tendency of younger trees. We then calculated the mean tree width, and estimated the tree age using  $DBH/2 \div \text{mean ring width}$ . Average basal area increment (BAI) every ten years was calculated according to the standard formula:  $BAI = \pi (R_n^2 - R_{n-1}^2)$ , where R is the radius of the tree and n is the number of decades of tree ring formation (1).

**Acquisition and preservation of cambium material.** We collected 102 specimens measuring  $10 \times 5 \times (10\text{--}20)$  mm (length  $\times$  width  $\times$  depth) containing phloem, cambium, and the outermost xylem from the trunk of trees at breast height (1.3 m) using a sharp chisel. For anatomical structure observation, the specimens were rapidly cut into  $\sim 1 \text{ mm}^3$  blocks and immersed in 2.5% glutaraldehyde in 0.1 M phosphate-buffered saline (pH 7.2). After vacuum treatment, the blocks were fixed in fresh fixative and preserved at 4°C until further analysis. Additionally, for assessment of physiological indices and RNA isolation, cambial samples were obtained by cryosectioning and stored in liquid nitrogen. Briefly, 30  $\mu\text{m}$  sections were produced by tangential cryosectioning at  $-24^\circ\text{C}$  using a Leica CM1100 Benchtop Cryostat (Leica Microsystems Nussloch GmbH, Germany) equipped with a steel knife. Transverse sections taken from both ends of the specimen and stained with aniline blue were used to locate the position of tangential sections, as described previously (2).

**Light microscopy.** For semi-thin sections, the fixed samples were rinsed four times in 0.1 M phosphate buffer (15 min each), dehydrated in a graded ethanol series (30, 50, 70, 80, 90, and 100%; 15 min each), treated twice for 10 min with propylene oxide, infiltrated with 1:1 propylene oxide/resin in embedding capsules overnight, and embedded in Spurr's resin (Sigma, USA) for light microscopy. An ultramicrotome (Leica Microsystems GmbH, Wetzlar, Germany) was used to produce 1- $\mu\text{m}$ -thick transverse sections, which were stained with an aqueous solution of 1% toluidine blue and observed under a Zeiss Axioskop 2 Plus microscope (Carl Zeiss Shanghai Company Ltd., Shanghai, China) equipped with a computer-assisted digital camera.

**Analysis of physiological indices.** Measurement of leaf area was conducted in 9 sampled trees (three replicates of each group). Thirty fresh leaves on each tree were used to calculate the average leaf area. After scanning fresh leaves, the areas were measured using Image J v1.49 (National Institutes of Health, Bethesda, MD, USA). Photosynthesis of leaves was measured with a PAM

fluorometer (FMS-2, Hansatech Instruments Ltd., Norfolk, UK). For seed germination rates analysis, more than 75 seeds of each sampled tree were sterilized and pre-germinated. Then the seeds were planted in square surface-sterilized plastic pots (3 seeds in each pot) containing sterile medium (1:1 v/v mixture of perlite and soil). Pots were arranged in a plastic pallet and subjected to a 16 h light/ 8 h dark cycle at 25 °C. The percentage germination was recorded weekly for 3 weeks.

Plant hormones were analyzed using a standard protocol (3). Triplicate samples of ~50 mg of ~20-, ~200- and ~600-year-old tree cambia were used. Extraction solvent (500 µL isopropanol/water/concentrated HCl, 2/1/0.002, v/v/v) was added to the samples and the mixture was agitated on a shaker at 4 °C for 30 min at 100 rpm. Next, 1 mL dichloromethane was added, and the mixture was incubated with shaking at 4 °C for 30 min. After centrifuging at 4 °C for 5 min at 13,000 rpm, 900 µL of underlying solvent was dried in a rotary evaporator, then the sample was re-dissolved in 200–500 µL methanol using ultrasonic vibration for 2 min. Then, 100 µL of sample was filtered into autosampler vials, and 50 µL aliquots injected onto a C18 HPLC column for high performance liquid chromatography-electrospray ionization-mass spectrometry (Agilent Technologies, USA) (3). The subsequent quantitative and qualitative analyses were executed using Analyst version 1.6.1 software.

**RNA isolation, sequencing, and data analysis.** Total RNA was isolated separately from VC20 (15Y, 20Y, and 22Y young trees), VC200 (193Y, 211Y, and 236Y older trees), and VC600 (538Y, 553Y, and 667Y oldest trees) using the MiniBEST Plant RNA Extraction Kit (Takara, Dalian, Liaoning, China) according to the manufacturer's protocol. Sequencing using the Hiseq™ 2000 platform was performed at the Beijing Genomics Institute, Shenzhen, China (<http://www.genomics.cn/index.php>), in accordance with the manufacturer's instructions (Illumina, San Diego, CA, USA). Sequencing of libraries from VC20, VC200, and VC600, using three biological replicates, generated > 47 million paired-end reads per sample. The sequencing data have been deposited in the

NCBI Gene Expression Omnibus (GEO) database and released to the public under the accession number GSE119213.

The RNA-seq reads that passed quality control were aligned to the reference genome of *G. biloba* (GigaDB <http://gigadb.org/dataset/100209>; 29) using HISAT v 2.04 software with default parameters. The number of fragments per kilobase of transcript sequence per million base pairs sequenced (FPKM) value of each gene was calculated based on the length of the gene and the read counts mapped to this gene. Differential expression analyses of the three groups (VC200 vs. VC20, VC600 vs. VC20, and VC200 vs. VC600) were performed using the DESeq2 R package (1.16.1). 

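Fragments recovered from FPKM and gene length allowed the authors' tool to be run as well. The genes of division and abscisic acid synthesis moved the same way in it, which is not independent evidence. The study named these genes on the same libraries with this tool, and 12 of the 13 division genes are among its own calls between VC20 and VC200. With DESeq2 on the libraries compared, 12 of the 13 cell division genes, among them Gb_11201 and CDKB1, were called lower in VC200, and NCED9 higher. DESeq2 called 1123 genes in VC200 (498 higher and 625 lower) and 311 in VC600 (156 higher and 155 lower); with all 9 libraries in 1 model it called 1124 and 165. edgeR on the same fragments called 55 in VC200 (25 higher and 30 lower) and 0 in VC600, where 647 genes passed the fold change at an unadjusted p under 0.05. Of the genes that limma called in VC200, DESeq2 on the libraries compared also called 185 and edgeR 50 (n = 3).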

Thresholds of  $|\log_2(\text{fold change})| \geq 1$  and an adjusted  $p_{adj} < 0.05$  were considered to indicate a significant difference in expression. Gene Ontology (GO) enrichment analysis of differentially expressed genes (DEGs) was performed using the Goseq R package, in which gene length bias was corrected. KOBAS software was used to test the enrichment of DEGs in KEGG pathways. The molecular phylogenetic analysis of genes was performed by maximum likelihood method in MEGA7.

**sRNA sequencing and bioinformatic analysis.** sRNA libraries from VC20, VC200, and VC600, each with two biological replicates, were also sequenced. Raw data in the fastq format were first processed using custom perl and python scripts. After quality control, 18–30 nt clean reads were used in all subsequent downstream analyses. Sequences reads were mapped to miRBase 20.0 using modified miRDeep2 software to search for known miRNAs. The mapped sRNA reads were also mapped to Rfam and RepeatMasker to annotate the tags and remove those originating from protein-coding genes, repeat sequences, ribosomal RNAs (rRNAs), transfer RNAs (tRNAs), small nuclear RNAs (snRNAs), and small nucleolar RNAs (snoRNAs). The remaining unannotated tags were used to predict novel miRNAs by exploring secondary structures, Dicer cleavage sites, and minimum free energies using miREvo and miRDeep2 software.

miRNA expression levels were estimated as transcripts per million using the following calculation:  $\text{normalized expression} = \text{mapped read count} \div \text{total mapped reads} \times 1,000,000$ . 

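miR165/miR166 names, which share reads with each other, weigh more in the library totals of VC600 than in those of VC20, and scaling to the total lowers the values of VC600. The median log2 fold change of the names tested in VC600 against VC20 was -0.76 with total counts, -0.26 with TMM, -0.02 with RLE size factors, and -0.05 with TMM computed without miR165/miR166. ath-miR166a-3p rose by 1.47 with total counts and 2.23 with RLE size factors (n = 2), ath-miR164c-5p by 2.41 and 3.17, and pab-miR397 fell by 6.69 and 5.93. Names near 0 could turn: pde-miR159 stood at -0.37 with total counts and 0.39 with RLE size factors. ath-miR168a-5p and bdi-miR162 were no longer called with total counts, at 0.93 and 0.71.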

Differential expression analysis was performed using DESeq2. Thresholds of  $|\log_2\text{fold-change}| > 1$  and an  $\text{FDR} < 0.05$  were considered indicative of significantly different expression. Target genes of known function and novel miRNAs were predicted using the web-based applications psRobot (<http://omicslab.genetics.ac.cn/psRobot/>) and TargetFinder (<http://targetfinder.org/>) with the default parameters.

**Degradome sequencing and data analysis.** RNA fragments with a poly(A) tail were isolated from the total RNA of mixed samples (VC20, VC200, and VC600). A series of steps, including ligation of 5'-RNA adaptors, digestion, ligation of double-stranded DNA adaptors, purification, and amplification, were conducted, and sequencing was performed on an Illumina HiSeq 2000. The raw sequencing reads were processed using Illumina's Pipeline v. 1.5 to obtain clean reads, which were then used to identify potentially cleaved targets. The networks between miRNAs and target genes were constructed using Cytoscape vr3.2.1.

**qRT-PCR validation of gene expression.** To verify the DEG profiles obtained by RNA-seq, qRT-PCR was performed in triplicate reactions using the Rotor-Gene 3000 system (Qiagen, Germany). Total RNA was isolated from VC3, VC5, VC15, VC20, VC22, VC34, VC132, VC152, VC161, VC193, VC211, VC236, VC538, VC553, and VC667 as described previously. The qRT-PCR reactions contained 1  $\mu\text{L}$  of diluted cDNA, 400 nM each primer, 10  $\mu\text{L}$  of the 2 $\times$  TransStart Tip Green qPCR SuperMix, 0.4  $\mu\text{L}$  of the 50 $\times$  passive reference dye (TransGen Biotech, Beijing, China), and 7.8  $\mu\text{L}$  of double-distilled  $\text{H}_2\text{O}$ , for a final volume of 20  $\mu\text{L}$ . The following qRT-PCR program was used: denaturation at 94°C for 30 s; followed by 40 cycles of 94°C for 5 s, 60°C for 30 s, and 72°C for 10 s. The primers for qRT-PCR were designed as described by Wang et al. (4), and are shown in *SI Appendix*, Table S3. GAPDH was used as the reference gene.

Relative gene expression levels were calculated using the comparative Ct method.

**Validation of senescence-related TFs in *G. biloba* leaves.** Based on the phenotypic and physiological changes, leaves grown at three different stages (mature leaves in September, M; early senescence leaves in October, ES; later senescence leaves in November, LS), with significantly changed leaf coloration, were extracted using the MiniBEST Plant RNA Extraction Kit (TaKaRa, Dalian, China) according to the protocol of the manufacturer. cDNA libraries were constructed using Truseq™ RNA sample prep Kit (Illumina, SanDiego, CA). Libraries from leaves at three different stages, with three biological replicates, were sequenced in an Illumina HiSeq™ 4000 platform. After sequencing, the generated raw reads were cleaned by removing low quality reads (such as adaptor sequences) and reads with >10% unknown nucleotides. The clean reads were mapped to the *G. biloba* reference genome. The sequencing data have been deposited in the NCBI GEO database and released to the public under the accession number GSE139096. The read counts for each gene were calculated with HTSeq v0.6.1, and FPKM values were used to quantify gene expression levels. Finally, the expression levels of senescence-related TFs were analyzed based on FPKM values.

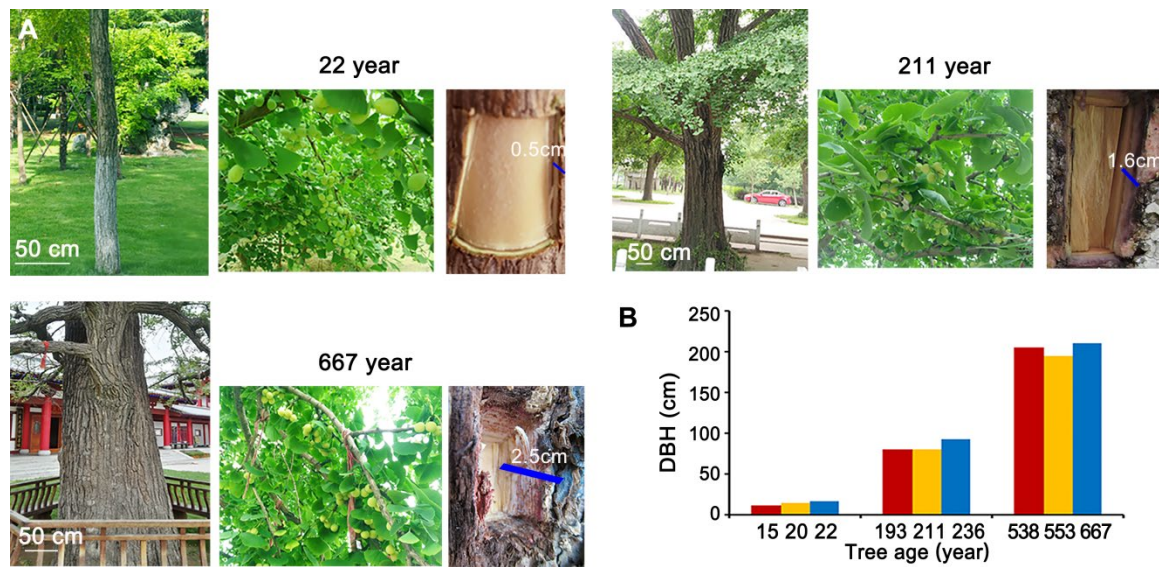

**Fig. S1.** Morphology and DBH of *G. biloba* trees of different ages. **(A)** All trees had luxuriant leaves and many seeds. Bark thickness of each tree were measured. **(B)** DBH of *G. biloba* trees of different ages. The x-axis represents different tree ages. The y-axis shows diameters at breast height (DBH).

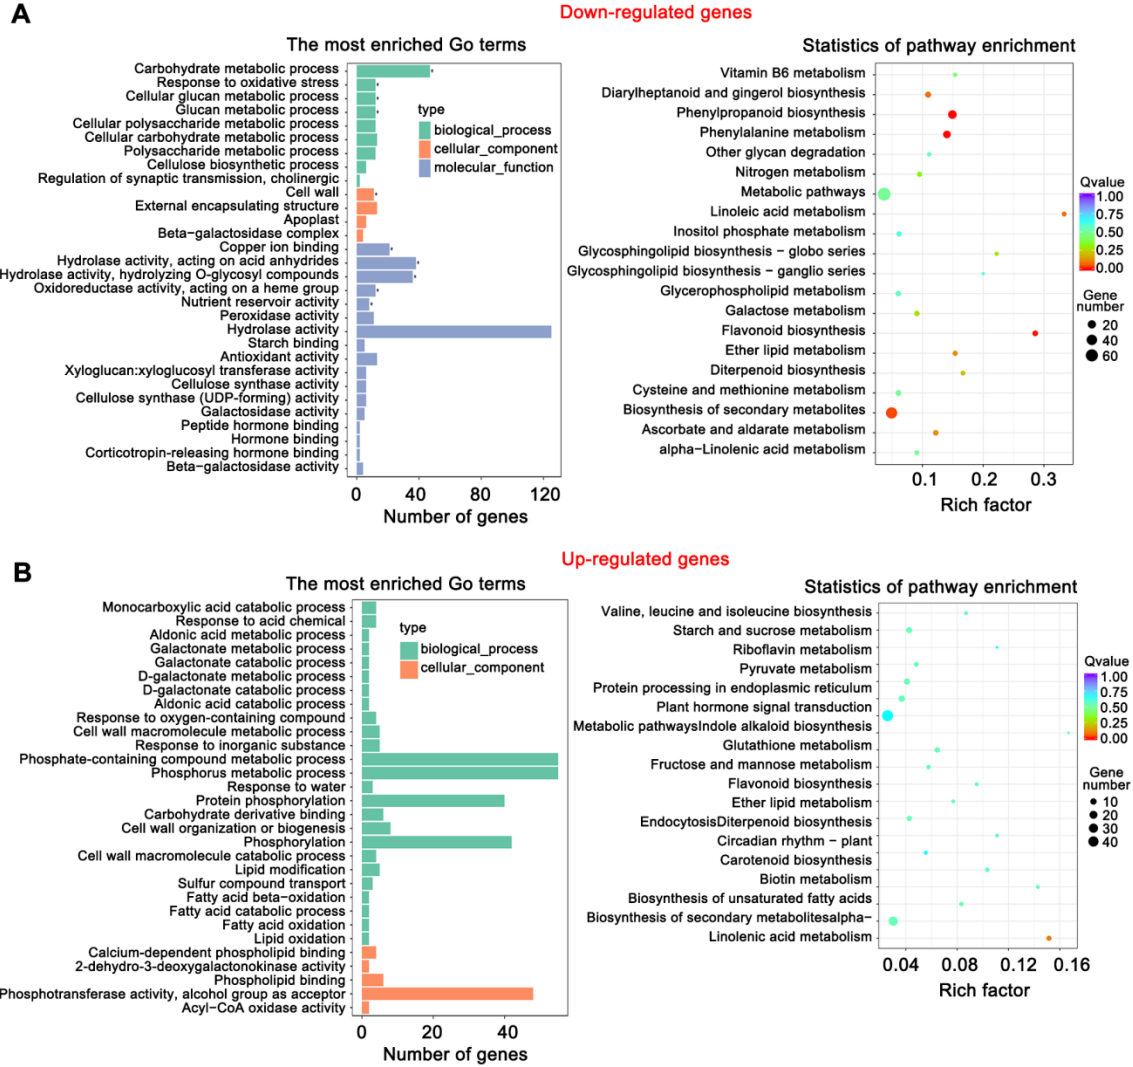

**Fig. S2.** Functions of DEGs. **(A)** GO enrichment and KEGG annotation for down-regulated genes. **(B)** GO enrichment and KEGG annotation for up-regulated genes.

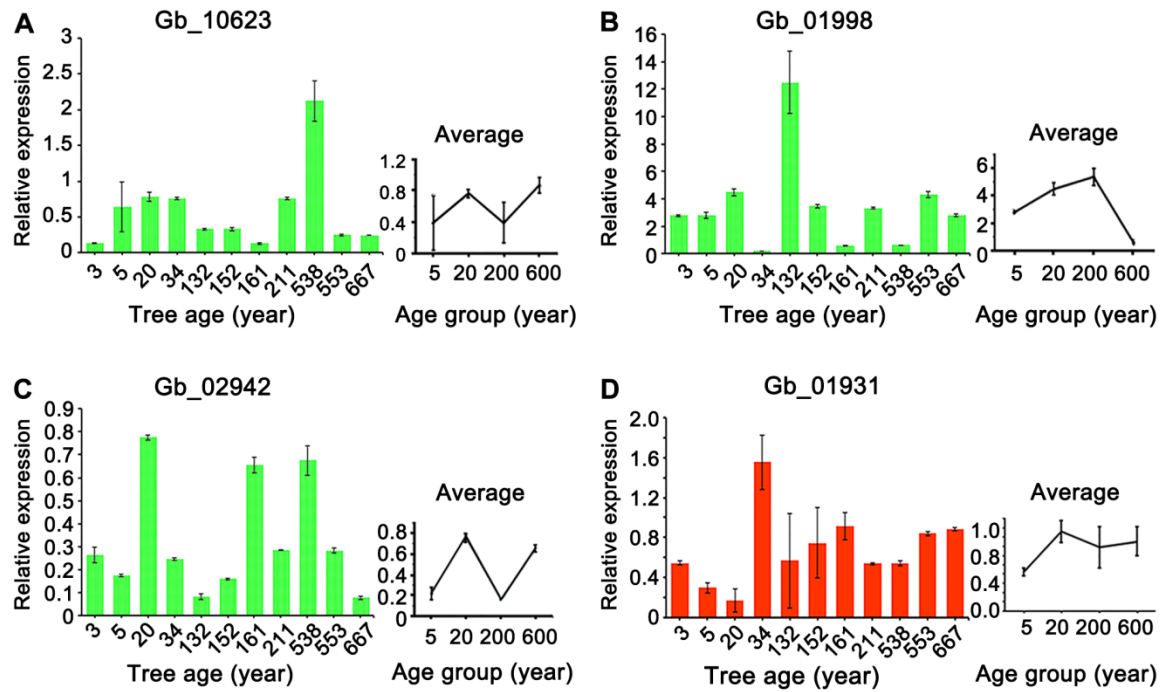

**Fig. S3.** Transcript levels of genes related to (A-B) cell division, (C) IAA signaling, (D) autophagy by qRT-PCR among more ages. The columns and error bars indicate the means and standard deviations ( $n = 3$ ). The mean transcript levels of these genes are from trees of four age groups (3 and 5 years, 5Y; 20 and 34 years, 20Y; 132, 152, 161, and 211 years, 200Y; and 538, 553, and 667 years, 600Y)

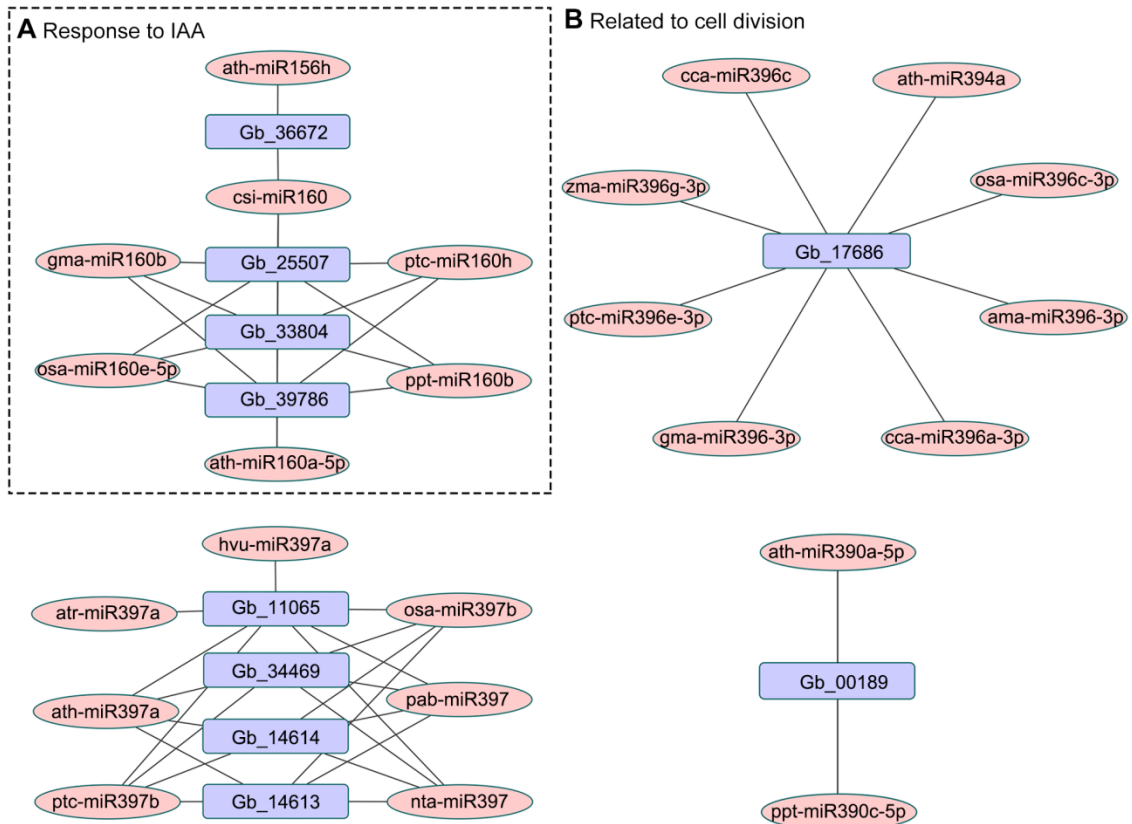

**Fig. S4.** Network of IAA response- and cell division-related miRNAs and their targets. **(A)** Network of miRNAs (pink) and their targets (blue) which are responsive to IAA. **(B)** Network of miRNAs (pink) and their targets (blue) which are related to cell division.

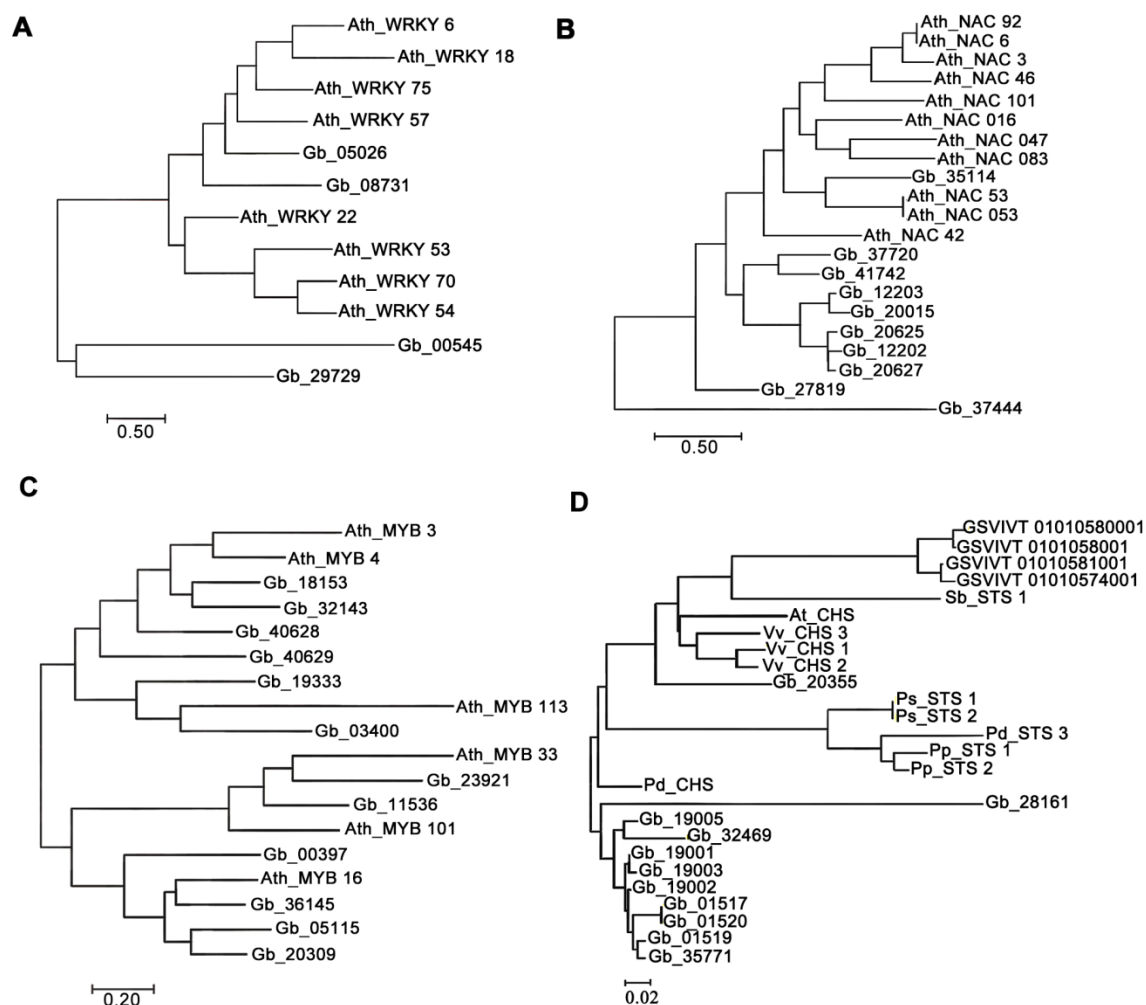

**Fig. S5.** Molecular phylogenetic analysis of (A) WRKY, (B) NAC, (C) MYB and (D) pre-formed resistance-associated genes by maximum likelihood method in MEGA7.

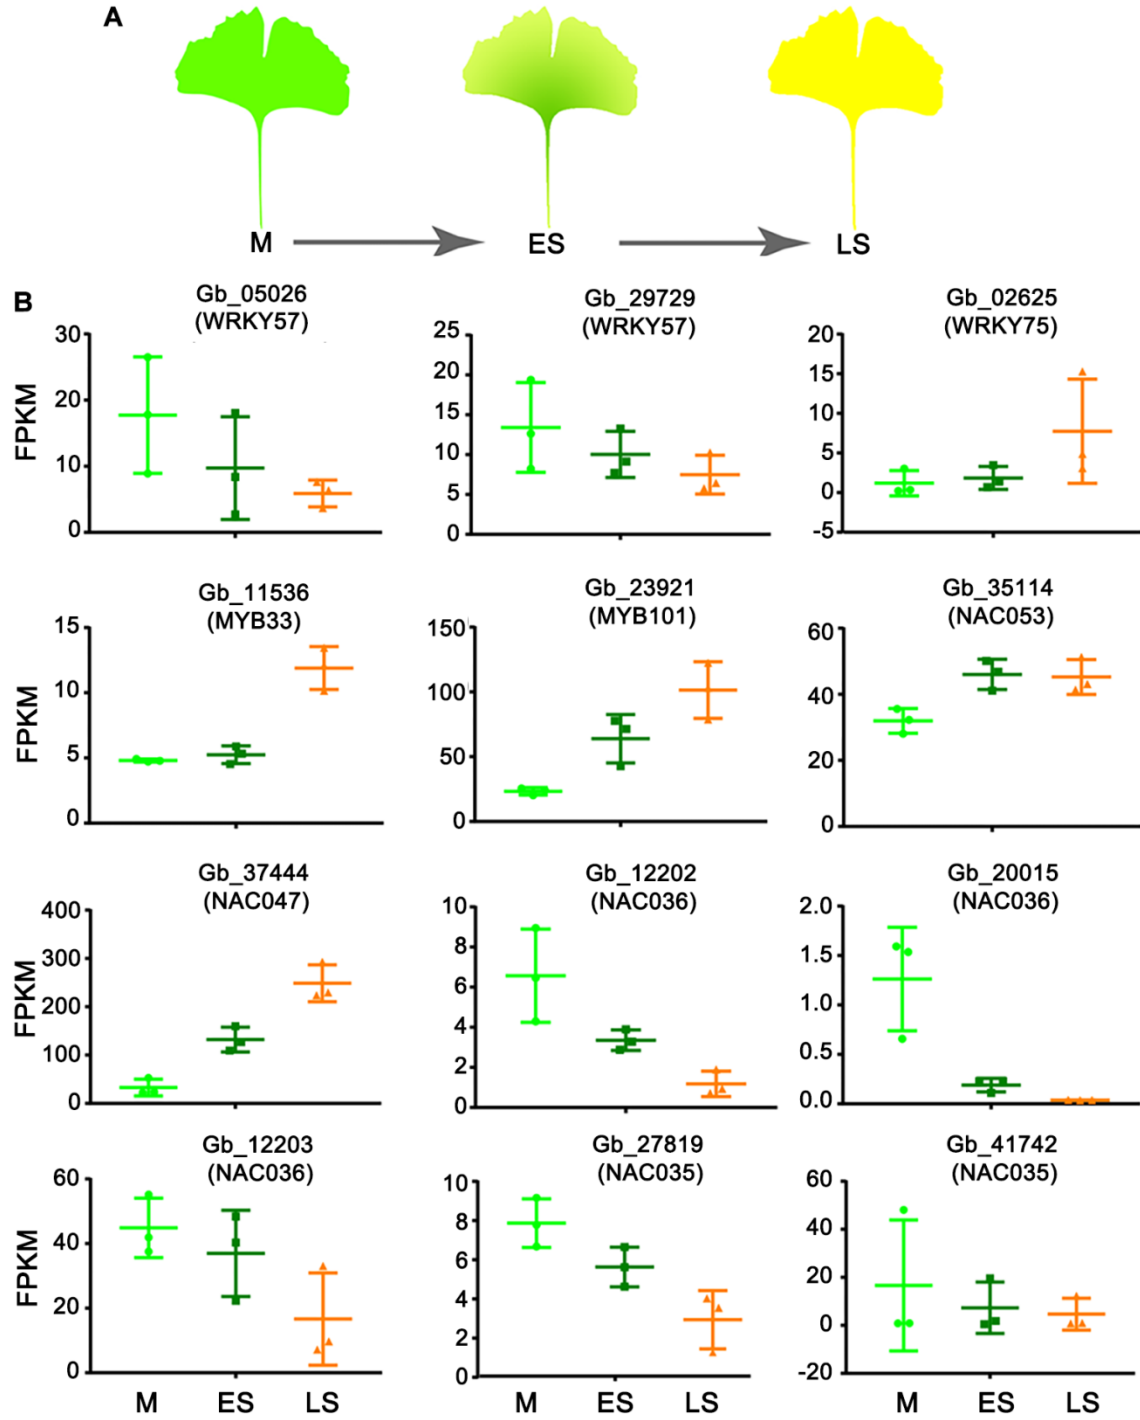

**Fig. S6.** Transcript levels of senescence-related TFs during leaf senescence. **(A)** Growth stages of leaves. M: mature leaves in September, ES: early senescence leaves in October, LS: later senescence leaves in November. **(B)** FPKM values of senescence-related during leaf senescence. The x-axes represent different leaf growth development. The y-axes represent the transcript levels of genes. The error bars indicate the standard deviations ( $n = 3$ ).

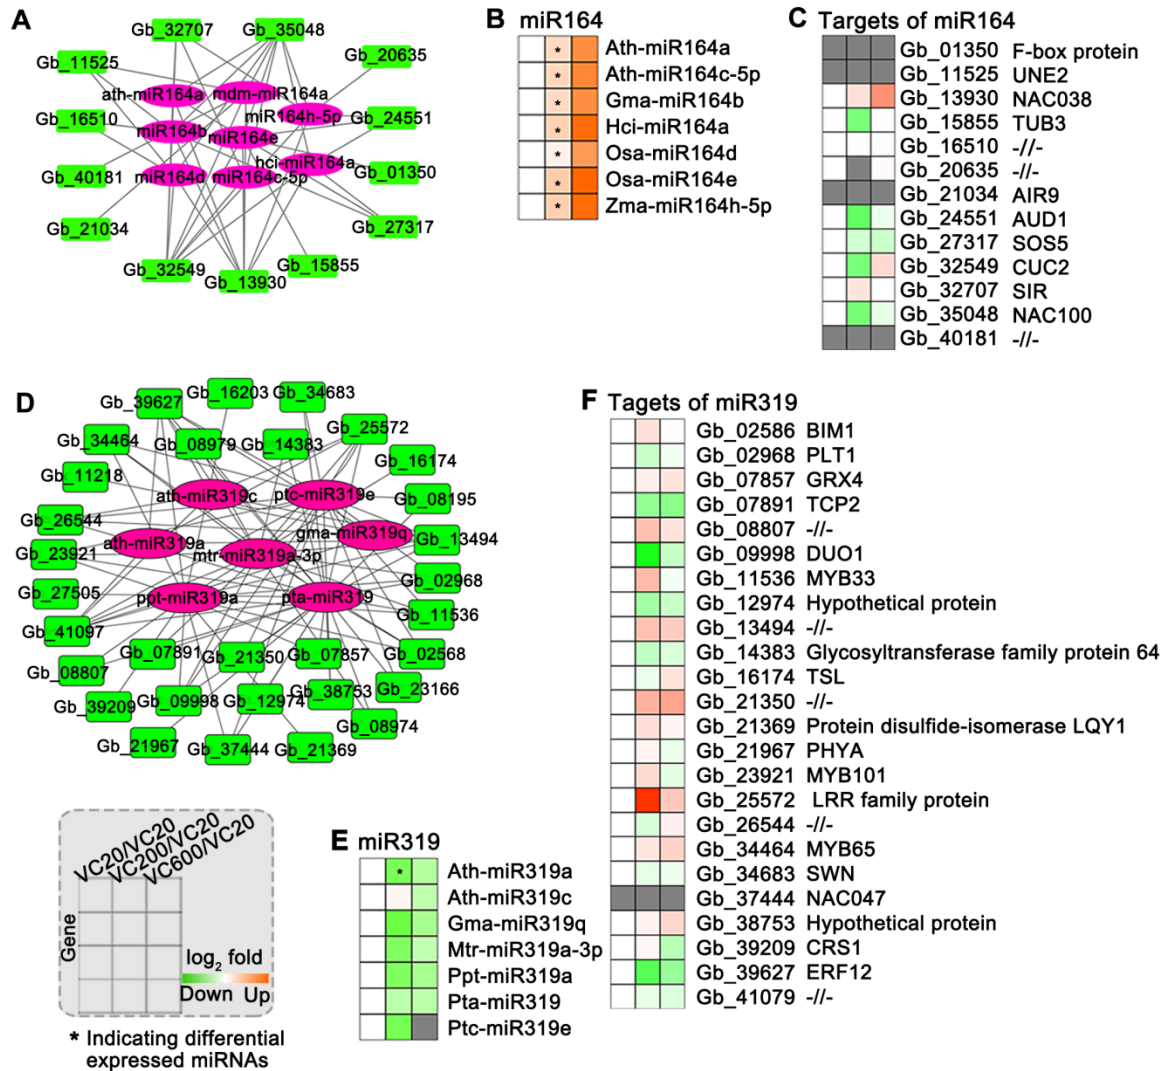

**Fig. S7.** Network and heatmaps of senescence-related miRNAs and their targets. **(A)** Network of miRNA164 family members (purple) and their targets (green). **(B-C)** Expression levels of miR164 family members **(B)** and their target genes **(C)** in VC20, VC200, and VC600. **(D)** Network of miRNA319 family members (purple) and their targets (green). **(E-F)** Expression levels of miR319 family members **(E)** and their target genes **(F)** in VC20, VC200, and VC600. The heatmaps are color-coded by expression ratios [ $\log_2$  (VC20\_mean/VC20\_mean),  $\log_2$  (VC200\_mean/VC20\_mean),  $\log_2$  (VC600\_mean/VC20\_mean)]; green, low expression; orange, high expression.

| Sample name   | Raw reads       | Clean reads     | Clean bases  | Error rate(%) | Q20(%)       | Q30(%)       | GC content (%) |
|---------------|-----------------|-----------------|--------------|---------------|--------------|--------------|----------------|
| VC20A         | 54580856        | 54433782        | 4.9G         | 0.02          | 98.35        | 93.71        | 43.23          |
| VC20B         | 52070908        | 51930168        | 4.67G        | 0.02          | 98.31        | 93.57        | 43.39          |
| VC20C         | 50256962        | 50138020        | 4.51G        | 0.02          | 98.23        | 93.3         | 42.7           |
| VC200A        | 55414956        | 55265480        | 4.97G        | 0.02          | 98.42        | 93.94        | 43.61          |
| VC200B        | 53212132        | 53069386        | 4.78G        | 0.02          | 98.39        | 93.82        | 43.5           |
| VC200C        | 47695918        | 47583588        | 4.28G        | 0.03          | 98.17        | 93.02        | 43.83          |
| VC600A        | 52683838        | 52560022        | 4.73G        | 0.02          | 98.23        | 93.24        | 43.41          |
| VC600B        | 47652108        | 47540294        | 4.28G        | 0.02          | 98.21        | 93.24        | 43.41          |
| <b>VC600C</b> | <b>50717116</b> | <b>50598736</b> | <b>4.55G</b> | <b>0.03</b>   | <b>98.19</b> | <b>93.15</b> | <b>43.38</b>   |

**Table S1.** Quality of RNA-seq data

| Sample name             | VC20A                | VC20B                | VC20C                | VC200A               | VC200B               | VC200C               | VC600A               | VC600B               | VC600C               |
|-------------------------|----------------------|----------------------|----------------------|----------------------|----------------------|----------------------|----------------------|----------------------|----------------------|
| <b>Total reads</b>      | 54433782             | 51930168             | 50138020             | 55265480             | 53069386             | 47583588             | 52560022             | 47540294             | 50598736             |
| <b>Total mapped</b>     | 53109587<br>(97.57%) | 50581819<br>(97.4%)  | 48943116<br>(97.62%) | 53846376<br>(97.43%) | 51913966<br>(97.82%) | 46422974<br>(97.56%) | 51332903<br>(97.67%) | 46265181<br>(97.32%) | 49405841<br>(97.64%) |
| <b>Multiple mapped</b>  | 1766089<br>(3.24%)   | 1860901<br>(3.58%)   | 1894680<br>(3.78%)   | 2573817<br>(4.66%)   | 2098912<br>(3.96%)   | 1893378<br>(3.98%)   | 2087691<br>(3.97%)   | 1712614<br>(3.6%)    | 1759268<br>(3.48%)   |
| <b>Uniquely mapped</b>  | 51343498<br>(94.32%) | 48720918<br>(93.82%) | 47048436<br>(93.84%) | 51272559<br>(92.78%) | 49815054<br>(93.87%) | 44529596<br>(93.58%) | 49245212<br>(93.69%) | 44552567<br>(93.72%) | 47646573<br>(94.17%) |
| <b>Reads map to '+'</b> | 25661703<br>(47.14%) | 24351769<br>(46.89%) | 23518233<br>(46.91%) | 25634104<br>(46.38%) | 24901550<br>(46.92%) | 22254581<br>(46.77%) | 24616442<br>(46.83%) | 22269647<br>(46.84%) | 23814139<br>(47.06%) |
| <b>Reads map to '-'</b> | 25681795<br>(47.18%) | 24369149<br>(46.93%) | 23530203<br>(46.93%) | 25638455<br>(46.39%) | 24913504<br>(46.95%) | 22275015<br>(46.81%) | 24628770<br>(46.86%) | 22282920<br>(46.87%) | 23832434<br>(47.1%)  |
| <b>Non-splice reads</b> | 40296442<br>(74.03%) | 37942296<br>(73.06%) | 37900274<br>(75.59%) | 39120942<br>(70.79%) | 38335060<br>(72.24%) | 35622544<br>(74.86%) | 38736093<br>(73.7%)  | 35161190<br>(73.96%) | 37918642<br>(74.94%) |
| <b>Splice reads</b>     | 11047056<br>(20.29%) | 10778622<br>(20.76%) | 9148162<br>(18.25%)  | 12151617<br>(21.99%) | 11479994<br>(21.63%) | 8907052<br>(18.72%)  | 10509119<br>(19.99%) | 9391377<br>(19.75%)  | 9727931<br>(19.23%)  |

**Table S2.** Reads mapped to the reference genome.

| Gene_ID    | Forward primer (5'-3')          | Reverse primer (5'-3')          |
|------------|---------------------------------|---------------------------------|
| Gb_11201   | TCGATGCATATGTGGAATGGATGA<br>AGG | TGGCGGCTACAGAGGTCATATAG<br>G    |
| Gb_10632   | CCTAGGATGCAGTGCCTTGAG           | CGTATGCCAGTAGATAACAATGT<br>TGCC |
| Novel00943 | ACAAGGTGCTACAAGAGGTCTTCA<br>AC  | ATTCAAGATTGTCCAGTGGCCTTC<br>C   |
| Gb_01998   | CACCTCCTGGACGAATCGAACAC         | TGAGCAGAGTGATGAATGTGGAG<br>AAC  |
| Gb_32942   | GCCGCTGGTGAAGGTGTATGAAG         | ATCCAGTGGCAGACCTCTATCTTA<br>CC  |
| Gb_17419   | CGGAAGCGTTGAATGGAAGGAGA<br>G    | GAGTATATCATCGGCATCGTCAG<br>GATC |
| Gb_10705   | TTCACTCGGACAGTATGCTTGATC<br>TTG | ACAGTTGCTCCATATGTGCCGTAT<br>C   |
| Novel01406 | CAACTGGCAGAGCAACGAAT            | CAATCAGCAGGAGCGACATC            |
| Gb_20590   | TAGGAGATGGTGCAGGATGC            | CCAGAGTGCGGTTATGAGGA            |
| Gb_07568   | TGGATGACAGCATTATTGATCG          | CCTAAGCCGAGGAAGTCCAG            |
| Gb_19071   | AATTGCTCGGCTGATGCTCTTCTA<br>C   | ACGGTGTCCAGGTCTCCATCTTC         |
| Gb_18532   | AGCGAGGCTCTCAGCAACAT            | GGCACCTGACAATACGACGA            |
| Gb_18841   | AACCGACGACCGGATTACAT            | GGCAAGATCAAGGCGAGATT            |
| Gb_28257   | AGACTCTGGATTGCCTACCTCTGC        | AAGTGCTGTCAAGGATCTGGTCA<br>TAC  |
| Gb_28264   | AAGTGCTGTCAAGGATCTGGTCAT<br>AC  | GGCGTTCAGTACAGACTCTGGATT<br>G   |
| Novel00486 | GTGGTGTCTTGTGCCGACAT            | TCCGCTCAGACTCGCAGTT             |
| Gb_05919   | TCCGAGGCTGCAAGGACTACTG          | ACTGGCAAGGTTGGCAAGAGATG         |
| Gb_39766   | TGATGGGAAGTGGTGGAGGC            | GCCACTGTGGGAGTTAACCG            |
| Gb_25801   | GGTAGCTTCGACAACTCCATCTGG        | GCCGCCTCCTCTGACACATTATTG        |
| Gb_02942   | TCCAGTGTATGTTGGAAGTGAACG<br>C   | ACAATGCACGGAACAGAGGATGA<br>TTC  |
| Gb_05026   | GACATAGCAGAGATGAAGCCAGA<br>GAAG | GGAACGAGAAGGTGATGGTACTG<br>TTG  |
| Gb_20625   | AACTCAAGAAGGAAGTGGTGCTG<br>TG   | GTCTTCGTCCATGTAAGTCTCGTC<br>TG  |
| Gb_01931   | CGATACCGTCAGGCACTTCTCAAG        | TGATAGAAGCCTTGTGGAGGAT<br>GAAC  |
| GAPDH      | CTGCCAAGGCTGTAGGTAAGG           | TCAGATTCCTCTTGATGGCG            |

**Table S3.** Sequences of qRT-PCR primers used in the present work.

**Dataset S1.** The measured tree-ring widths of all sampled trees. Average tree ring width (mm) and diameter at breast height (DBH) (mm) of 34 different age female trees are shown.

**Dataset S2.** Expression profiles of mRNAs.

**Dataset S3.** Differentially expressed mRNAs.

**Dataset S4.** Expression profiles of miRNAs.

**Dataset S5.** Differentially expressed miRNAs.

**Dataset S6.** miRNAs and predicted targets with annotation.

**Dataset S7.** Expression profiles of autophagy-related genes.

**Dataset S8.** Expression profiles of LRR genes.

## References

1. W.-Z. Wang, X.-H. Liu, W.-L. An, G.-B. Xu, X.-M. Zeng. Increased intrinsic water-use efficiency during a period with persistent decreased tree radial growth in northwestern China: Causes and implications. *Forest. Ecol. Manag.* 275, 0-22 (2012).
2. Z.-B. Qiu, X.-J. Li, Y.-Y. Zhao, M.-M. Zhang, Y.-L. Wan, D.-C. Cao, S.-F. Lu, J.-X. Lin, Genome-wide analysis reveals dynamic changes in expression of microRNAs during vascular cambium development in Chinese fir, *Cunninghamia lanceolata*. *J. Exp. Bot.* 66, 3041-3054 (2015).
3. X. Pan, R. Welti, X. Wang. Quantitative analysis of major plant hormones in crude plant extracts by high-performance liquid chromatography–mass spectrometry. *Nat. Protoc.* 5, 986-992 (2010).
4. L. Wang, J.-G. Zhao, M. Zhang, W.-X. Li, K.-G. Luo, Z.-G. Lu, C.-Q. Zhang, B. Jin, Identification and characterization of microRNA expression in *Ginkgo biloba* L. leaves. *Tree Genet. Genom.* 11, 76 (2015).

How the deposited data were processed for this re-analysis (not part of the article)

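RNA from the trunk cambium of 9 Ginkgo biloba trees, 3 per age class (VC20, VC200 and VC600), had been sequenced by the authors, 1 library per tree, together with small RNA from 6 of the trees (A and B of each class) and a degradome library from a mixed sample. The authors aligned RNA-seq reads with HISAT, and their deposited gene table gives FPKM per gene and library, with the gene length; the tool that counted the fragments is not given in the sources used here. For small RNA the authors kept reads of 18 to 30 nucleotides, matched them to miRBase 20.0 with a modified miRDeep2, predicted further miRNAs with miREvo and miRDeep2, and deposited a count per miRNA name and library. The deposited target table lists miRNA and gene pairs that the authors predicted with psRobot and TargetFinder, with no values.

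The gene table holds 43911 genes and the miRNA table 632 names. Fragments were recovered by multiplying FPKM by gene length and finding the factor per library at which the products become whole numbers: 97.4% of values lay within 0.02 of a whole number. The totals ran from 15732412 in VC600 B to 18811771 in VC200 A for fragments, and from 1184091 in VC200 A to 1842055 in VC200 B for miRNA counts. Genes tested on simulated data with the spread and depth of these libraries, 21478 in number, were recovered at a 16-fold change in 88% of cases between VC20 and VC200 and 90% between VC20 and VC600, with 17 and 10 unchanged genes called. In each of these comparisons 50 genes were changed at each fold. The real comparison of VC600 with VC20 called 2 genes, so its share is likely too high. Of simulated miRNAs, 361 in number, those changed 4-fold were recovered in 45% of cases in VC200 and 30% in VC600, and those changed 16-fold in 100% and 90%.

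Comparisons were set as VC200 with VC20, VC600 with VC20, VC600 with VC200, and the mean of VC200 and VC600 with VC20. The plan allowed counts to be tested with edgeR and FPKM with limma; the gene table holding FPKM, genes were tested with limma 3.58.1 (trend on log2(FPKM + 1), empirical Bayes, all 9 libraries in 1 model) after a filter of FPKM 1 in at least 3 libraries, and called at an absolute log2 fold change of at least 1 and an adjusted p below 0.05. miRNAs were tested with edgeR 4.0.16 (TMM scaling, quasi-likelihood test, filterByExpr), and called at an absolute log2 fold change above 1 and FDR below 0.05. DESeq2 1.42.0 and R 4.3.3 were used for alternatives, and figures were drawn with matplotlib 3.10.9 under Python 3.11.15. P values are two-sided and adjusted by Benjamini-Hochberg over all genes or names tested, or over the list alone where the text says so. Mean levels of gene lists were compared by exact permutation of the libraries, 20 arrangements for 3 against 3 and 84 for 6 against 3. CPM stands for edgeR's counts scaled to a common library size with TMM factors. A miRNA group at 0 counts was set to a floor of 3 counts over the group, and the fold given as a lower bound. miRNA families were represented by their name with the most counts; 10 names had counts within 5% of those of this most abundant name in all 6 libraries, and names that match each other but not that name, as in miR165/miR166, are not among the 10.

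The rule for the genes and miRNAs named in the text was set before the data were examined: every gene and miRNA that the paper names, the most abundant name of each listed miRNA family, and for each comparison the 10 genes, the 10 known families and the 5 predicted miRNAs with the largest absolute log2 fold change among those called whose groups do not overlap; some values of Datasets S4 and S5 had been seen by then. Genes read from the heatmaps of Fig. 3 and Fig. 6 were added later as the paper prints them, and the lists of Datasets S7 and S8 were taken whole. Alternatives for genes were no filter, a pseudocount of 0.1, a block for the replicate letter and each library left out in turn. Those for miRNAs were total counts, RLE size factors, TMM without miR165/miR166, DESeq2, other filters, families collapsed to 1 name, only the groups compared, a block and each library left out. Added after the data were seen were edgeR and DESeq2 on recovered fragments and the old trees as 1 group of 6. Raw reads, degradome reads, qRT-PCR, hormone, anatomical and leaf measurements were not analysed here, nor were gene descriptions, so no enrichment of functions was computed.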

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

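The comparisons between groups, the leaving out of single libraries, the scalings and the collapsing of families were set in advance. The other tests in this part were chosen after the results they concern had been seen. The first results below were picked out because the effect differed between the age groups in a direct test of VC600 against VC200, and the others because they belong to genes or miRNAs that the paper does not discuss.

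Gb_20591 was nearly absent from VC200 and higher in VC600 by a log2 fold change of 4.21 (limma, adjusted p 0.018), in 3 of 3 libraries. The call was lost without VC200 A (adjusted p 0.165), VC200 B (0.0707), VC600 A (0.059), VC600 B (0.0505) or VC600 C (0.0641). The predicted miRNA novel_10 had counts of 2 and 14 in VC20, 6884 and 1922 in VC200, and 22 and 11 in VC600, and its change from VC200 to VC600 was -8.16 (edgeR, FDR 0.00311). novel_385 had 23 and 50 counts in VC200 and 0 in both VC600 libraries, at least 21.6-fold lower in VC600. novel_481 had 112 and 151 counts in VC20, 0 in both VC200 libraries and 26 and 23 in VC600, at least 18.4-fold higher in VC600 than in VC200.

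Gb_10187 fell from an FPKM of 34.4 ± 19.1 in VC20 to 0.739 ± 1.28 in VC200 (log2 fold change -4.46, adjusted p 0.0289), with 23.5 ± 11.4 in VC600; the call was lost without VC20 A (0.096), VC20 B (0.0996), VC20 C (0.0861) or VC200 A (0.117). Gb_18191 rose from 0.155 ± 0.0884 to 16.5 ± 3.69 in VC200 (3.90, adjusted p 0.0126), with 4.78 ± 2.86 in VC600, and over the mean of the old groups by 3.06 (adjusted p 0.0202). Its call in VC200 was lost without VC20 B (0.0668) or VC200 A (0.0629), and over the old groups without VC20 A (0.106), VC20 B (0.111) or VC20 C (0.0883). ath-miR168a-5p, of the family that limits the silencing protein AGO1 in Arabidopsis, stood at 4000 ± 69.5 CPM in VC20, 3710 ± 822 in VC200 and 11100 ± 3350 in VC600: higher in VC600 by 1.48 against VC20 (edgeR, FDR 0.00877) and by 1.59 against VC200 (FDR 0.0118). With total counts the first was 0.93 (FDR 0.0236), below the fold change needed for a call, and the second 1.37 (FDR 0.0126). The first of these calls was lost without VC20 A (1.43) or VC20 B (1.54), the second without VC200 A (1.34).

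VC200 C stood apart from the other 8 libraries. Its mean correlation with VC200 A and B was 0.875. Depth does not account for this, since VC600 B had fewer fragments, 15732412 against 16214432, and correlated at 0.951 with its own group. Nor does gene length: its range of the length trend was 0.156 on the log2 scale, and the libraries with a wider trend, VC20 C (0.417), VC200 A (0.213) and VC200 B (0.317), correlated at 0.924 or more with their own group. A swap with another group would need a library out of place there, but its highest correlation with another group was 0.884, with VC600, whose libraries correlated at 0.947 or more with their own group. The pattern is in 1 library, so the state of that tree and the handling of that sample stay open, as does the age of the tree, untested.

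The genes of cell division were lower in VC200 than in VC20. VC200 C alone does not explain it, since the median log2 fold change of the 13 genes was -1.23 without that library, and neither does a shift of all genes, whose median was -0.12. That the study picked these genes for the difference cannot be excluded: 12 of the 13 are on its own table of calls between VC20 and VC200. The age of the trees stays open, as untested apart from the other ways in which the age classes differ.

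Most miR165/miR166 names were higher in VC600 than in VC20. Scaling as the whole cause is argued against for ath-miR166a-3p, by a log2 fold change of 1.47 in the lowest of 4 scalings; with that scaling, total counts, ath-miR165a-3p, aly-miR165a-3p and osa-miR166m were no longer called and cme-miR166i stood at -0.18. Reads counted under several names stay open as a reason why so many names rose: collapsing the family keeps gma-miR166u, so its 1.73, against 1.76 before, decides nothing, and several names have near-identical counts. Degraded RNA in VC600 stays open: of 6 fragment-like names 1 was called higher and 1 lower. The age of the trees stays open as well, untested.

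Other splits of the 9 libraries gave no answer for the comparisons of 3 against 3, whose 10 splits are too few for a share under 0.05: VC200 against VC20 called 217 genes with 4 in the highest other split (1 split as large), VC600 against VC20 2 with 2 (2 splits) and VC600 against VC200 1 with 3 (3 splits). With the 6 old trees as 1 group, 25 genes were called, and 2 of 84 splits, the real one included, gave as many; the highest other, 28, was the split that sets VC200 A, B and C apart from the rest. Splits drawn at random seldom reach that count, but the split that sets VC200 apart gave more calls. The count is therefore not particular to the division of young from old trees, and chance is not excluded by it.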

How the results depend on the processing

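The settings with recovered fragments and with the old trees as 1 group were chosen after the data had been seen; the others were set in advance. Between VC20 and VC200 the 217 genes called became 75 with no filter on FPKM, 58 with the replicate letter as a block, 55 with edgeR on recovered fragments, 1124 with DESeq2 on all 9 libraries, 1123 with DESeq2 on the groups compared, and 0 to 224 with 1 library left out. Between VC20 and VC600 the 2 genes became 0 with the block and with edgeR, 165 and 311 with the 2 forms of DESeq2, and 0 to 21 with 1 library left out; 440 passed the fold change at an unadjusted p under 0.05 in the full set. Between VC200 and VC600 the 1 gene became 2 with no filter, 5 with a pseudocount of 0.1, 0 with the block, 344 and 222 with the 2 forms of DESeq2, and 0 to 16 with 1 library left out; 725 passed the fold change at an unadjusted p under 0.05. Between VC20 and the mean of the old groups the 60 genes became 36 with no filter, 22 with the block, 556 with DESeq2 on all 9 libraries, 25 with the old trees as 1 group of 6, and 0 to 99 with 1 library left out; DESeq2 on the groups compared called 1289 genes in VC200 or VC600. Of the genes that the paper names, 5 were called in any comparison, all of them in VC200. The count over the comparisons became 1 with no filter, 2 with the block, 1 with edgeR, 20 and 24 with the 2 forms of DESeq2, and 0 to 4 with 1 library left out. On the groups compared, DESeq2 called 2 of them higher and 21 lower in VC200. The cause was not tested, except that no filter puts more genes, 32377, into the adjustment, and that leaving out a library leaves 2 in its group.

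For miRNAs the 29 names called in VC200 became 54 with no filter on counts, 10 with families collapsed to 1 name, 17 with only the groups compared, 10 with the block, and 5 to 22 with 1 library left out, where the lone library of a group is assumed to vary like the others. With 1 library left out the 68 higher and 98 lower names in VC600 ran, summed, from 90 to 153, the 144 between the old groups from 48 to 125, and the 92 over the mean of the old groups from 19 to 73; the last became 44 with families collapsed and 56 with the block. The 205 names called in any comparison ran from 135 to 165 and the 10 families from 6 to 8. Target pairs numbered 2928 with known names only. mtr-miR156g-5p, higher in VC600 than in VC200 by 1.75, gave -1.78 as the median over the names of its family; the cause was not tested. Under planned settings other than leaving out a library, 2114 values of named genes kept their direction and their side of the threshold, 52 lost the call, 14 gained it and 4 changed sign without a call; for miRNAs these numbers were 2379, 53, 76 and 89, the last also counting family medians more than 1 standard error away, and 1 reversed. With 1 library left out they were 5968, 205, 15 and 292 for genes and 1371, 203, 14 and 68 for miRNAs.

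The block was tried because libraries carry the same letters in each group. Paired by letter, their residuals correlated from -0.24 to 0.28 for genes and from -0.11 to -0.02 for miRNAs. Between unlike letters the values for genes ran from -0.3 to 0.27. With so few libraries per group these values neither show nor exclude that the letters pair the trees. Size factors and DESeq2 planned for gene counts were not run on the deposited values, which are FPKM. With the depth at hand 357 of 632 miRNA names and 21924 of 43911 genes could be tested.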

Differences from the paper's values

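The settings with recovered fragments named in this part were chosen after seeing the values. The paper counts 1,246 genes between VC20 and old trees, 534 higher and 712 lower; here 217 were called in VC200 or VC600, 62 higher and 155 lower. None of the 12 alternatives set before the data were examined removes any of these differences: no filter, a pseudocount of 0.1, the block, and each of the 9 libraries left out. DESeq2 on recovered fragments, chosen after seeing the values, does, with 1289 genes (582 higher and 707 lower) on the groups compared and 1185 (558 and 627) on all 9 libraries; against Dataset S3 these drop 81 and 217 of the genes that the paper calls in VC200, and 28 and 156 of those it calls in VC600. Between VC200 and VC600 the paper counts 209 genes, 97 higher and 112 lower in VC600; here 1 was called, 1 higher and 0 lower by limma, with 725 past the fold change at an unadjusted p under 0.05, and none of the same 12 alternatives removes the difference. DESeq2 on the groups compared, chosen after seeing the values, gives 222 (114 and 108) and drops 19 of the paper's genes. On all 9 libraries it gives 344 (181 and 163), which does not remove the difference in the total, and drops 32. The copy of Dataset S3 used here lists 1231 genes for the old trees and 206 between VC200 and VC600. On its sheet of VC200 and VC600, 0 of the 206 fold changes have the sign of the FPKM means under the sheet's heading. They match after the direction is reversed, and are given so here. That sheet lists 95 genes up and 111 down. The paper's 97 higher and 112 lower were not reversed here and may run the other way. Only the totals between VC200 and VC600 can therefore be compared.

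The paper's fold changes come from DESeq2, while those here are differences of log2(FPKM + 1), which understate the changes of genes with low FPKM. For log2 fold changes of VC200 against VC20, the paper's value for Gb_11921 is -4.05 and the value here -2.13. For Novel01394 (MYB113) the paper's is -2.43 and here -1.73. None of the 12 alternatives removes these differences. For Gb_29218 the paper gives -3.99 and here it was -3.14, and for Gb_20590 -3.75 and here -3.08; leaving out VC20 C removes both differences and the other 11 alternatives neither. For Gb_10632 the paper gives -1.72 and here it was -1.35; a pseudocount of 0.1 and leaving out VC20 C or VC200 B remove it and the other 9 do not, and of the settings chosen after seeing the values edgeR and both forms of DESeq2 do. Against VC200, VC600 differed for Gb_20590 by 3.26 in the paper and 2.74 here, a difference removed by leaving out VC200 B, VC600 A or VC600 C and by no other of the 12, and for Gb_11921 by 2.84 in the paper and 1.62 here, removed by none.

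For miRNAs in VC600 against VC20, scaling to total counts removes each of the following differences. The paper gives 2.27 for ath-miR164a and gma-miR164b and here both were 2.81; only the groups compared, the block, and leaving out VC20 B or VC600 B also remove it, and the other 10 of 15 alternatives do not. For ath-miR164c-5p the paper gives 2.41 and here it was 2.94; leaving out VC600 B also removes it, and the other 14 of 16 do not. For ath-miR166a-3p, cpa-miR166e and zma-miR166h-3p the paper gives 1.47 and here they were 2.00; the other 14 of 15 do not remove it. For gma-miR166m and ppt-miR166j the paper gives 1.52 and here they were 2.07; only the groups compared and leaving out VC20 A or VC600 B also remove it, and the other 11 do not. For mes-miR166i the paper gives 1.89 and here it was 2.43; only the groups compared and leaving out VC600 B also remove it, and the other 12 do not. For mtr-miR156g-5p the paper gives 1.96 and here it was 2.44; leaving out VC600 A also removes it, and the other 14 of 16 do not. For zma-miR396g-3p the paper gives -3.18 and here it was -2.67; only the groups compared and leaving out VC20 B or VC600 A also remove it, and the other 11 do not. Of 23 gene and 34 miRNA fold changes compared, 7 and 11 differ. The counts of known (52) and predicted (153) miRNAs here cover all 3 comparisons. The paper words its own counts as young against old trees, but they are the total of Dataset S5, which pools its 3 comparisons. These miRNA counts and the counts of LRR genes lie within 1.5 times the paper's. The counts of NBS-LRR genes (200, 208 and 199) match the paper's. miR319 names lay lower in old trees here too, in 3 of 3 tested in VC600 and 2 of 3 in VC200, though none was called.

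Some statements of direction or rank differ from the values here. The paper places every cell division gene markedly lower in both old groups. All 13 lay lower here on the log2 scale, but ACT7 by -0.01 in VC200, where its mean FPKM was higher. limma called 2 in VC200 and 0 in VC600, with 3 at an unadjusted p under 0.05 in VC600. In VC600 edgeR called 0 and DESeq2 0 and 1. DESeq2 on the groups compared, chosen after seeing the values, calls 12 of the 13 lower in VC200. Of all the genes that the paper names, this setting calls 2 higher and 21 lower in VC200, ARR3 and LAC11 among them. The paper puts Gb_11921 far lower in old trees. This holds here for VC200 (98.4% lower), and VC600 was 35.1% lower. For Gb_11201 the mean over the old trees was 82.3% lower. It has the HD-ZIP III genes lower in old trees; here their median was -0.96 in VC200 (-0.45 without VC200 C and -1.50 without VC200 B) and -0.07 in VC600 (-0.32 to 0.15 with 1 library left out). It has division and differentiation genes differ little between the old groups; here 12 of 13 division genes lay higher in VC600, with 0 called over all genes by limma (6 at an unadjusted p under 0.05; edgeR 0; DESeq2 2 and 1). It has both cytokinin hydroxylase genes lower; here Gb_00446 changed by 1.63 in VC200, without a call. It names MYB113 as differing; here Novel01394 had an adjusted p of 0.0747 in VC200, and of the 12 alternatives leaving out VC600 B calls it (0.0374) and the other 11 do not (range over all 12 0.0374 to 0.208). It gives PCBER Gb_21756 similar levels in VC20 and VC200; here VC200 was 48.9% lower, without a call. It finds Gb_39766 expressed by qRT-PCR; here it was listed at 0 in all 9 libraries. Outside Gb_01519 and Gb_21868 it has no flavonoid gene lower in old trees; here CHS Gb_19002 and ANS Gb_21870 changed by -1.49 and -1.55 in VC200, without a call.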

Other observations

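The comparisons reported in this part were planned; the reading of them was chosen after the values had been seen. Outside the genes that the paper names, Gb_05668 averaged an FPKM of 0.181 ± 0.147 in VC20, 14.2 ± 6.14 in VC200 and 11.4 ± 6.14 in VC600 (SD; adjusted p 0.0289 in VC200 and 0.0796 in VC600), Novel00339 4.82 ± 2.73, 79.4 ± 44.2 and 46.0 ± 25.0 (0.0337 and 0.199), and Novel00642 13.3 ± 10.4, 0.363 ± 0.199 and 0.298 ± 0.162 (0.0289 and 0.0769). limma called the 3 genes in VC200 and not in VC600, and each call in VC200 was lost without VC20 A, B or C or VC200 A or B; without a VC20 library Novel00642 no longer passed the filter, and the other adjusted p ran from 0.0617 to 0.138. Gb_16430 went from 21.1 in VC20 to 0.272 in VC200 (log2 fold change -4.06, adjusted p 0.0129) and 6.84 in VC600; the call was lost without VC20 A (0.062), VC20 C (0.0537) or VC200 A (0.0667). The histone gene H3.3 (Gb_34665), which replaces H3 outside DNA synthesis, fell from 21.3 ± 3.81 to 7.28 ± 0.833 in VC200 (-1.42, adjusted p 0.0337), with 19.0 ± 4.02 in VC600; the call was lost without VC20 A (0.126), VC20 B (0.0969), VC20 C (0.0908), VC200 A (0.117) or VC200 B (0.0644). The histone helpers SLBP (Gb_20984) and ASF1B (Gb_02216) lay lower in VC200 by -1.62 and -1.54 (adjusted p 0.0581 and 0.0558), and CYCP3;1 (Gb_27032) ran the other way, at 1.31 (adjusted p 0.119).

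Among miRNA families that the paper does not discuss, miR162, which targets DCL1 in Arabidopsis, rose in VC600 against VC20 (bdi-miR162, 1.23, FDR 0.0401), a call lost without any 1 of the 6 libraries and with total counts. miR167 fell in VC600 (ath-miR167d, -1.42, FDR 0.0258, against VC20 and -1.38, FDR 0.0323, against VC200). miR399, a phosphate starvation miRNA, was lower in VC600 than in VC200 (vvi-miR399i, -2.50, FDR 0.0444). Its VC200 libraries lay far apart, at 143 CPM in VC200 A and 31.6 in VC200 B, against 7.18 and 24 in VC600 A and B. Also lower in VC600 than in VC200 were gma-miR6300 (-1.52, FDR 0.0166) and ptc-miR6478 (-1.42, FDR 0.0288), entries often removed from plant data as rRNA or tRNA fragments. Of this kind ppt-miR894 was higher in VC600 than in VC20 (2.31, FDR 0.0166).

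Genes whose values did not overlap with those of VC20 made up 28.5% of those tested in VC200 and 16.1% in VC600, where 10% is the share that chance gives for 3 against 3.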
